# ESE1/AGR2 axis antagonizes TGF‐β‐induced epithelial‐mesenchymal transition in low‐grade pancreatic cancer

**DOI:** 10.1002/cam4.5397

**Published:** 2022-11-03

**Authors:** Hui‐Jing Xu, Jing Bai, Ye Tian, Xiao Feng, Ai‐Ping Chen, Jie Wang, Jin Wu, Xu‐Ru Jin, Feng Zhang, Mei‐Yu Quan, Chengshui Chen, Kwang‐youl Lee, Jin‐San Zhang

**Keywords:** AGR2, epithelial‐mesenchymal transition, ESE1, pancreatic cancer, transcription factor

## Abstract

Epithelium‐specific ETS transcription factor 1 (ESE1) has been implicated in epithelial homeostasis, inflammation, as well as tumorigenesis, and cancer progression. However, numerous studies have reported contradictory roles—as an oncogene or a tumor suppressor of ESE1 in different cancers, and its function in the development and progression of pancreatic ductal adenocarcinoma (PDAC) has remained largely unexplored. Herein, we report that ESE1 was found upregulated in primary PDAC compared to normal pancreatic tissue, but high expression of ESE1 correlated to better relapse‐free survival in patients with PDAC. Interestingly, ESE1 was found to exhibit dual roles in regulation of malignant properties of PDAC cells in that its overexpression promoted cell proliferation, whereas its downregulation enhanced epithelial‐mesenchymal transition (EMT) phenotype. In the context of TGF‐β‐induced EMT, ESE1 is markedly downregulated at post‐transcriptional level, and reconstituted ESE1 expression partially reversed TGF‐β‐induced EMT marker expression. Furthermore, we identify AGR2 as a novel transcriptional target of ESE1 that participates in TGF‐β‐induced EMT in PDAC. Collectively, our findings reveal an ESE1/AGR2 axis that interacts with TGF‐β signaling to modulate EMT phenotype in PDAC.

## 1 INTRODUCTION

Pancreatic ductal adenocarcinoma (PDAC), the fourth leading cause of cancer‐associated deaths in the United States, has a 5‐year survival rate of below 10%.^1^, ^2^ Major factors that contribute to the poor prognosis of PDAC include late diagnosis, poor response to chemoradiotherapy, as well as epithelial–mesenchymal transition (EMT)‐related early invasion, and metastasis.^3^ Therefore, a better understanding of the regulatory mechanisms underlying the EMT process will facilitate the development of novel therapeutic strategies against PDAC.

Epithelium‐specific ETS transcription factor 1 (ESE1), also known as ELF3, Ert, Esx, and Jen,^4^, ^5^, ^6^, ^7^ belongs to the ETS‐domain transcription factor superfamily.^8^ As the name suggests, ESE1 is primarily expressed in epithelial‐rich tissues and regulates epithelial cell proliferation and differentiation, such as that of intestinal, lung, bladder, breast, and squamous epithelia.^6^, ^9^, ^10^, ^11^ Although ESE1 deregulation is frequently associated with cancer development and progression, its role in the pathogenesis of epithelial cancer is highly variable with regards to its impact on cell proliferation and EMT. For instance, ESE1 is reported to negatively regulate EMT in bladder and ovarian cancer cells,^12^, ^13^ whereas in non‐small cell lung cancer (NSCLC)^14^ and hepatocellular cancer (HCC),^15^ it promotes cell proliferation and EMT. Similar conflicting results have been reported in breast cancer cells. For example, ectopic expression of ESE1 decreases estrogen (E2)‐dependent MCF7 cell proliferation by inhibiting the transcriptional activity of estrogen receptor α (Erα),^16^ and plays a tumor suppressor role. In human epidermal growth factor receptor 2 (HER2)^+^ breast cancer cells, knockdown of ESE1 inhibits cell proliferation and tumor sphere formation by inhibiting HER2‐dependent signaling, therefore displaying a pro‐tumorigenic role.^17^, ^18^, ^19^ These results imply that the effects of ESE1 is dependent on the cellular context or cancer type. Moreover, although the function of ESE1 in several types of epithelial cancers has been studied, its role and mechanism in the development and progression of PDAC have remained largely unexplored.

Anterior gradient protein 2 (AGR2) is a member of the protein disulfide isomerase (PDI) family predominantly localized to the endoplasmic reticulum (ER). AGR2 expression is also mainly restricted to epithelial cells, and is associated with cancer cell proliferation, survival and tumor growth, as well as invasion and metastasis.^20^, ^21^, ^22^, ^23^ AGR2 contributes to maintain epithelial cell phenotype, inhibits EMT induction, and enhances the rate of adhesion to plastic substratum, thus playing an undeniable role in tumor development and progression.^24^, ^25^ However, the transcriptional regulation of AGR2 in the setting of cancer cell proliferation, migration, and invasion has not yet been fully elucidated.

Here, we investigated whether ESE1 contributes to TGF‐β‐induced EMT in PDAC cells. In addition, we identified potential targets of ESE1 mediating such activity. Our results indicated that ESE1 plays an important role in inhibiting TGF‐β‐induced EMT in PDAC cells via the transcriptional activation of AGR2.

## 2 MATERIALS AND METHODS

### 2.1 Cell culture and selection of stable cell clones

HEK293T, HeLa, and PDAC lines L3.6, PaTu 8988 t, PANC‐1, MIA PaCa‐2, CFPAC‐1, and HPNE, an immortalized human pancreatic epithelial cell line, were maintained and transfected as previously described.^26^ For stable knockdown of the *ESE1* mRNA, lentiviral particles generated from pLKO‐based lentiviral vector carrying shRNAs targeting human *ESE1* or scramble control were used for cell transduction. The cells were selected in puromycin‐containing media as previously described.^26^ The shRNA sequences can be found in Table S1. For reconstituted overexpression of the *ESE1* gene, shESE1 L3.6 cells were transfected with lentiviral particles carrying the pLenti6.3‐Flag‐ESE1 cDNA. The infected cells were selected with blasticidin‐containing media (Sigma‐Aldrich, USA). Pooled antibiotic‐resistant cell clones were used for indicated experiments.

### 2.2 Quantitative RT‐PCR (qPCR)

Total RNA was extracted using TRIzol reagent (Invitrogen, USA) and reverse transcribed into cDNA using PrimeScript™ RT reagent Kit (TaKaRa, Japan). The cDNA products were used as templates for qPCR using iTaq™ Universal SYBR® Green Supermix (Bio‐rad, USA) on a Roche Light Cycler 96 System Real‐Time System. All the genes were normalized by *GAPDH*. The primer sequences are listed in the Table S1.

### 2.3 Western blotting

The cells were lysed with lysis buffer (Beyotime, China) freshly supplemented with phosphatase inhibitors and phenylmethanesulfonyl fluoride (Beyotime, China). The samples were fractionated by SDS‐PAGE gels and transferred to microporous polyvinylidene difluoride (PVDF) membranes (Roche, Swiss). The membranes were blocked with 5% skim milk for 1 h and incubated overnight at 4°C with primary antibodies including rabbit polyclonal anti‐AGR2^27^; ESE1 (Santa Cruz Biotechnology, USA); E‐cadherin (CST#3195, USA), N‐cadherin (CST#13116, USA), and vimentin (CST#5741, USA); GAPDH (10494‐1‐AP, Proteintech, USA). The membranes were then washed and probed with secondary antibodies: goat anti‐mouse IgG (H + L)‐HRP or goat anti‐rabbit IgG (H + L)‐HRP (Bioworld, USA) before detection with the enhanced chemiluminescence (Thermo Fisher Scientific, USA) and imaged using the ChemiDoc XRS + System (Bio‐Rad, USA).

### 2.4 Cell proliferation and migration assays

Cell proliferation assays were performed as directed by CCK‐8 kit (Dojindo, Japan). Briefly, single cell suspensions were seeded in 96‐well plates at a density of 5000 cells/well and cultured for 0, 24, 48, and 72 h, respectively, before adding 10% of CCK‐8 solution and incubated for another 2 h. The absorbance values were measured at 450 nm by microplate reader (BioTek, USA). Scratch healing assays were performed as previously described.^28^ Cells were cultured overnight to reach 90% confluency in a 6‐well plate before scratching with a 20‐μl plastic pipette tip. The cells that migrated into the wounded areas were imaged with the Microscope (Leica, Germany). Cell migration rate was measured as follows: (original wound width ‐ new wound width) / original wound width× 100%. For TGF‐β (MCE, USA) treatment, serum‐free DMEM supplemented with TGF‐β (15 ng/ml) was added to replace the serum‐free DMEM without TGF‐β. Tracked cell migration were performed using Operetta CLS system (PerkinElmer, USA). After overnight culture, cells were administered with TGF‐β (15 ng/ml) for 3 days and were tracked for 10 h with the Operetta CLS system. Cell distribution, migration speed, and tracks were analyzed with Harmony software.

### 2.5 Luciferase reporter assays

*AGR2* promoter DNA sequence (−1506 to −99 relative to the translation start site) was cloned into pGL3‐basic vector (pGL3‐AGR2). The cDNA sequences encoding ESE3, ESE1, and its truncation mutants were cloned into pM vector (Clontech, USA) in frame with N‐terminal GAL4‐DBD (GAL4‐ESE1 or GAL4‐ESE3). The pRL‐TK renilla vector and pM‐GAL4 reporter plasmid have previously been described.^29^ For AGR2 promoter luciferase reporter assay, pGL3‐AGR2 reporter was co‐transfected with ESE1 or SPDEF cDNA expression plasmid with the pRL‐TK vector as internal control for transfection efficiency; to determine the transcriptional regulatory activity of ESE1 and ESE3, GAL4‐ESE1(and its truncation mutants as indicated), GAL4‐ESE3 plasmids were co‐transfected with pGL3 firefly reporter plasmid carrying five tandem GAL4 DNA binding sites (GAL4‐luc) as previously described.^29^ Transfections were carried out following standard procedures, and the dual‐luciferase assays were performed with LucPair™ Duo‐Luciferase Assay Kit (GeneCopoeia, USA). To determine the effect of TGF‐β on ESE1 transcriptional activity, cells were treated with 15 ng/mL of TGF‐β (MCE, USA) for 3 days before harvesting for the above assays.

### 2.6 Immunofluorescent staining and imaging

Immunofluorescence (IF) imaging was used to determine the subcellular localization of endogenous ESE1 as recently described.^28^ To determine the localization of overexpressed ESE1, ESE1‐EGFP, or ESE1‐Flag expression plasmids were transfected to HeLa cells using Lipo2000 regents. Cells were fixed and stained at 24 h after transfection. Images were captured using the Leica 2500 Microscope System (Leica, Germany).

### 2.7 Gene expression profiling and survival analysis

We downloaded the gene expression profiles from GSE16515 and GSE16950 databases. The expression of ESE1 was visualized using the GraphPad Prism 7 and the GEPIA database. The relapse‐free survival (RFS) and overall survival (OS) analyses for ESE1 or AGR2 were performed through the KM‐plotter.^30^

### 2.8 Functional annotation and transcription factor interactome analysis

Functional annotation analysis was performed using the OmicStudio tools available at https://www.omicstudio.cn/tool.

### 2.9 Gene set enrichment analysis

The GSEA enrichment of KEGG pathways was performed at https://www.omicstudio.cn/tool. The following list of genes were used for GSEA: differentially expressed genes (DEGs) in L3.6‐shCtrl cells versus L3.6‐shESE1.

### 2.10 Statistical analysis

Statistical analysis was performed using the GraphPad Prism software (version 7; GraphPad Software, Inc.). Multiple comparisons were performed between the groups using one‐way analysis of variance (ANOVA), followed by multiple comparison tests using the GraphPad Prism software. Data are expressed as mean ± standard deviation. *p*‐value <0.05 indicated a significant difference.

## 3 RESULTS

### 3.1 ESE1 is overexpressed in human PDAC

We found *ESE1* highly overexpressed in various human tumors including colorectal adenocarcinoma and PDAC compared to maching normal tissues based on GEPIA (Figure S1A). We further analyzed two Gene Expression Omnibus (GEO) datasets (GSE16515 and GSE16950)^31^, ^32^ and found significantly higher ESE1 expression in PDAC or precancerous lesions including IPMA, IPMC, and IPMN than in matching normal tissues (Figure 1A). In addition, consistent results were obtained in the TCGA database with GEPIA (Figure 1B). The immunohistochemistry (IHC) data from the Protein Atlas database (https://www.proteinatlas.org/ENSG00000163435) showed a higher number of ESE1‐positive cells in PDAC than in normal pancreatic tissues (Figure 1C). Interestingly, ESE1 expression decreased with tumor stage, and low ESE1 expression was correlated with shorter RFS, but better OS (Figure 1D,E, Figure S1B). These results reflected a dichotomy of ESE1 association with pancreatic cancer progression and prognosis. The relative expression of ESE1 was further determined in a panel of PDAC cell lines with L3.6 showing the highest levels of both mRNA and protein expression (Figure 1F,G).

**FIGURE 1:**
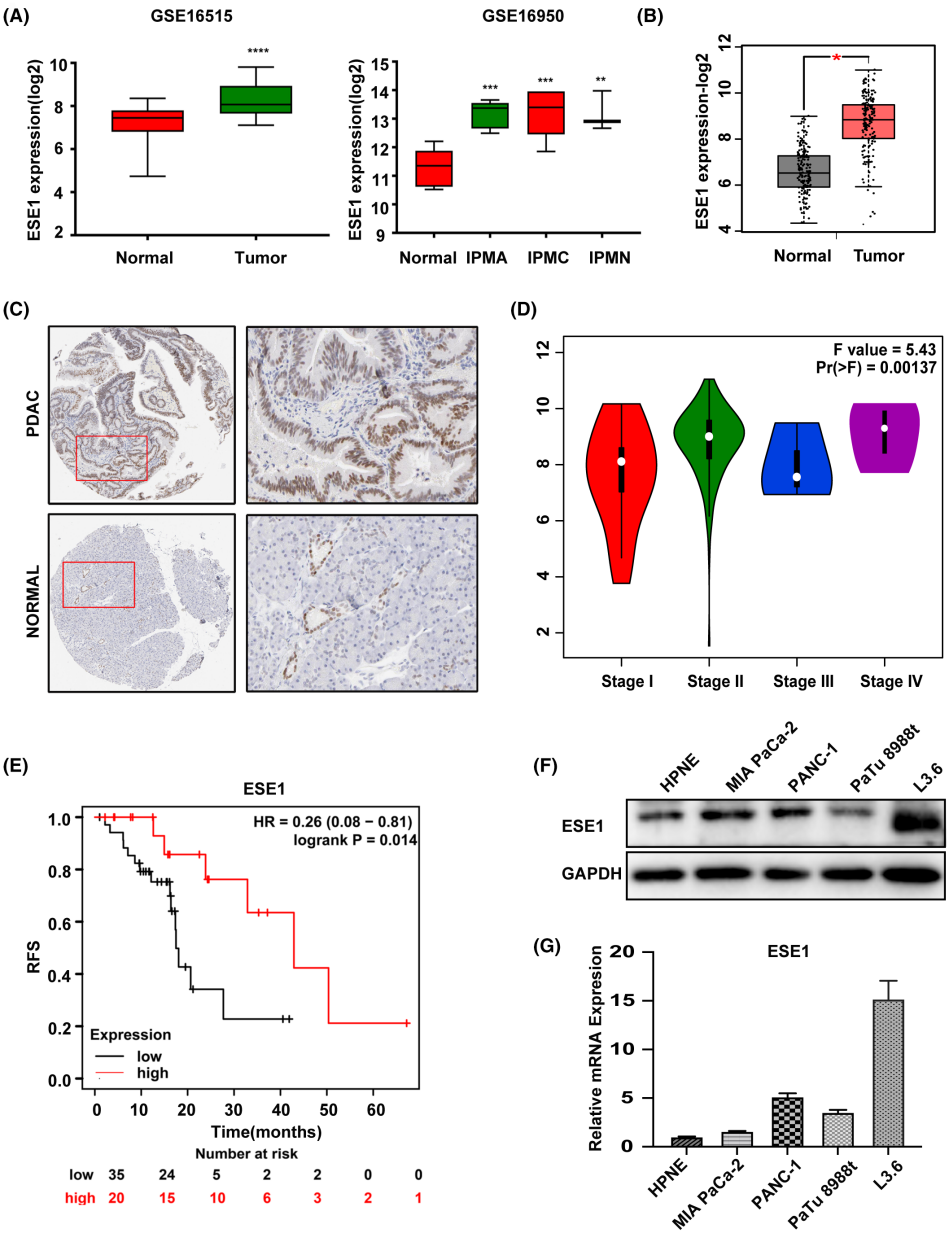
ESE1 is overexpressed in human PDAC. (A) The expression level of ESE1 in the GEO datasets. (B) The expression level of ESE1 in primary PDAC tissues and matched normal tissue based on TCGA dataset. (C) IHC of ESE1 based on the data from Protein Atlas database. (D) Statistical analysis of ESE1 expression with tumor progression (clinical stages). (E) The correlation between ESE1 expression with RFS in stage‐2 PDAC patients based on the data obtained and analyzed from Kaplan–Meier Plotter database. ESE1 expression in four PDAC cell lines by western blotting (F) and qPCR (G). HR, Hazard Ratio; IPMA, intraductal papillary mucinous adenoma; IPMC, intraductal papillary‐mucinous carcinoma; IPMN, intraductal papillary mucinous neoplasm; PDAC, pancreatic ductal adenocarcinoma.

### 3.2 Differential impact of ESE1 on PDAC cell proliferation and EMT phenotype

To explore the function of ESE1 expression in PDAC cells, we selected L3.6 with high ESE1 expression for subsequent experiments. ESE1 stable knockdown cell lines were obtained by transducing cells with pLKO‐based lentiviral shRNA targeting the human ESE1 mRNA (with a non‐targeting shRNA as the control) (Figure 2A,B). Cell proliferation ability of L3.6 cells was significantly reduced by shRNA‐mediated suppression of endogenous ESE1 compared with scramble control, whereas reconstituted expression of ESE1 mostly restored cell proliferation potential compared with the shESE1 group in L3.6 cells (Figure 2C). Similar results were obtained with colony formation assays (Figure 2D,E). Contrary to its inhibition of cell proliferation and colony formation, the shESE1 stable cells exhibited higher migration capabilities (Figure 2F,G), whereas reconstituted overexpression of ESE1 largely reversed this enhanced migration ability compared with the ESE1 knockdown control. Therefore, ESE1 contributed to promote the proliferation, but inhibited the cell migration ability of L3.6 cells. Next, we investigated the potential influence of ESE1 on EMT process and found ESE1 knockdown markedly increased the expression level of the mesenchymal marker vimentin and decreased that of E‐cadherin, whereas the changes in the expression levels of both markers were largely reversed upon reconstituted expression of ESE1 (Figure 2H,I). Considering that ESE1 showed high expression in low‐grade and low‐to‐undetectable expression in high‐grade PDACs,^33^ we selected another well differentiation pancreatic cell line CFPAC‐1 to explore the function of ESE1 expression.^34^ Similar to the findings in L3.6 cells, ESE1 suppression also inhibited CFPAC‐1 proliferation (Figure S2A‐C), while promoting its EMT phenotype (Figure S2D). These results suggest that ESE1 is a critical component of the EMT machinery in these PDAC cells, leading to the hypothesis that downregulation of ESE1 promoted a EMT phenotype.

**FIGURE 2:**
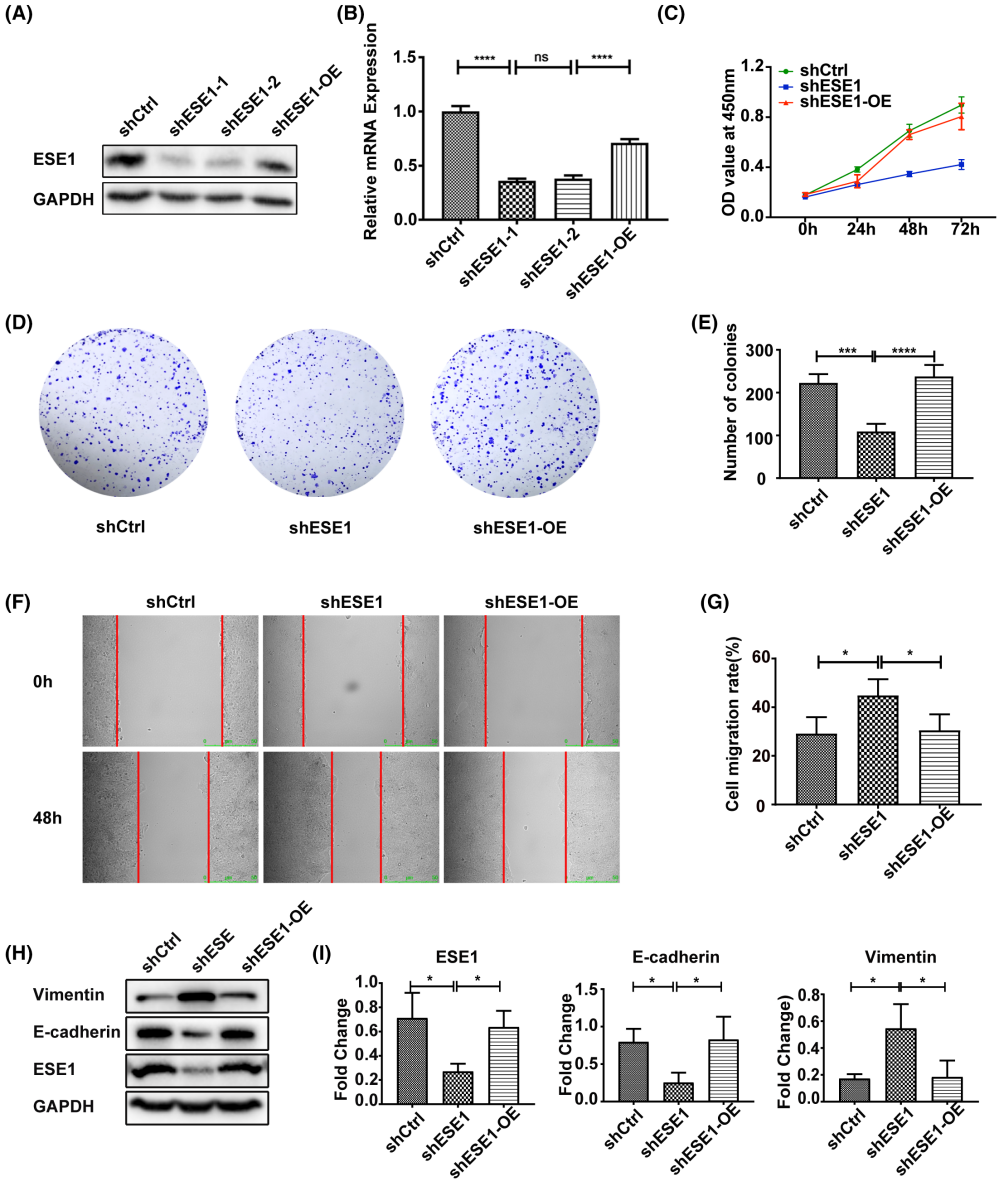
Differential impact of ESE1 on PDAC cell proliferation and EMT phenotype. (A, B) Validation of ESE1 knockdown in L3.6 cells by Western blotting and qRT‐PCR. (C) The effect of ESE1 on L3.6 cell proliferation was determined with CCK‐8 assay. (D) Representative images of colony formation assay in L3.6 cells transfected with scrambled control (shCtrl), ESE1 specific shRNA (shESE1), and reconstituted ESE1 expression in ESE1 knockdown cells (shESE1‐OE). (E) Statistical analysis of colony formation assay result. (F) Representative images of wound‐healing assay in L3.6 cells from shCtrl, shESE1, and shESE1‐OE groups, respectively. (G) Statistical analysis of the wound‐healing assay results shown in (F). (H) Immunoblot detection of EMT marker expression in L3.6‐shESE1 and shESE1‐OE cells. (I) Quantitative analysis of the target protein bands using ImageJ software. Data are presented as means ± SEM (*n* = 3 per group). *p < 0.05, ***p < 0.001, ****p < 0.0001. Scale bars: 500 μm (F).

### 3.3 Knockdown of ESE1 expression affects the TGF‐β network in PDAC cells

To identify the potential transcriptional targets of ESE1, we next performed RNA sequencing analysis in L3.6 cells with ESE1 knockdown versus non‐targeting control (GSE 206999). 

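L3.6 is an established human PDAC cell line, and RNA from 1 library of shCtrl cells and 1 library of shESE1 cells was compared. *ELF3* (ENSG00000163435), the gene that encodes ESE1, lies on chromosome 1 of GRCh38 from 202007945 to 202017183 on the plus strand. Its level was 20.4 FPKM in shCtrl cells and 10.7 FPKM in shESE1 cells, from 9869 and 5624 counts, so the targeted gene was lower in the library labelled as the knockdown. The difference was 1.91-fold, a log2 change of −0.88 with a pseudocount of 1. Without a pseudocount, the 95% exact interval of the ratio of counts on the FPKM scale was −0.98 to −0.89. The *ELF3* difference was under 2-fold in the FPKM values and depended on the scaling. It was past 2-fold when shESE1 was rescaled by the median ratio of expressed genes (−1.04), but smaller as TPM (−0.66) and after TMM scaling (−0.78). With mitochondrial genes left out of the totals, chosen after seeing the data, it was −1.01. The deposited values give an FPKM value and a whole-number count per gene, both made by the authors. The submitters' processing notes name fastp, HISAT2, StringTie and the builds GRCh38 and mm10 without their roles, and the gene positions are those of GRCh38. The labels describe strand-specific, paired-end libraries of poly(A) RNA. Total counts were 56853971 in shCtrl and 60786475 in shESE1. Of 60612 genes listed, the 12520 with at least 1 FPKM in at least 1 of the 2 libraries were compared by log2((shESE1 FPKM + 1)/(shCtrl FPKM + 1)), which understates the change of genes at low levels. Transcripts of the mitochondrial genome took 12.4% of the counts in shCtrl and 3.79% in shESE1, and this share enters the FPKM of every other gene. The median log2 change of all compared genes was 0.02. It moved to −0.13 after median ratio scaling, 0.20 as TPM and 0.11 after TMM scaling. With mitochondrial genes left out of the totals, an alternative chosen after seeing the data, it was −0.10. The genes past the filter differed between scalings, with 16416 as TPM. With 1 library per condition there is no replicate check, so the values describe these libraries and no p-value was computed. Intervals and floors cover counting error only.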

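In shESE1 cells 408 genes were at least 2-fold lower and 393 at least 2-fold higher than in shCtrl cells, among them 285 and 312 protein-coding genes. *DMBT1*, a mucosal scavenger receptor glycoprotein, was at 65.0 FPKM in shCtrl and 3.64 in shESE1 (log2 change −3.83), and the serpin family gene *SERPINB3* at 22.6 and 1.12 (−3.48). The small GTPase gene *RAB31*, the stress-response gene *NUPR1* and *CP*, which encodes ceruloplasmin, had log2 changes of −2.81, −2.69 and −2.62. Among the largest increases, *ID3*, an inhibitor of basic helix-loop-helix transcription factors, was at 6.61 FPKM in shCtrl and 69.3 in shESE1 (3.21). *C1GALT1C1*, which encodes the chaperone of the core 1 O-glycan synthase, had a log2 change of 3.15, and the kinetochore gene *SPC24* one of 2.97. The interferon-stimulated genes *IFI6*, *IFI27* and *ISG15* had log2 changes of 2.86, 2.76 and 2.49.
Gene groups listed without knowledge of the values lay on both sides. Of the 13 mitochondrially encoded proteins, 12 were at least 2-fold lower, with a median log2 change of −1.99. Of 5 mucins measured, 3 were at least 2-fold lower, namely *MUC5B* (−2.29), *MUC2* (−1.94) and *MUC4* (−1.48). Of 29 genes of the ER chaperone and unfolded protein response group, 5 were at least 2-fold lower and 0 higher, and the group's median of −0.43 lay below all 10000 random lists of the same size matched on expression. That median was −0.20 at the percentile 0.05 with a filter of 5 FPKM, −0.21 with a pseudocount of 5 and −0.28 with the length and GC trend removed, an alternative chosen after seeing the data. The lower genes included *TRIB3* (−2.08) and *CHAC1* (−1.73). Tubulins lay at the other end, with 10 of 15 at least 2-fold higher and a median of 1.30. *TUBB4B* was at 153 FPKM in shCtrl and 550 in shESE1. *TUBB2A* (1.85) and *TUBB3* (1.63) share 56.0% and 78.7% of their sequence with other genes. With counts summed over the genes sharing sequence, their log2 changes were 1.61 and 1.63. This argues against a different division of reads as the cause of either increase.

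**Figure D1:**
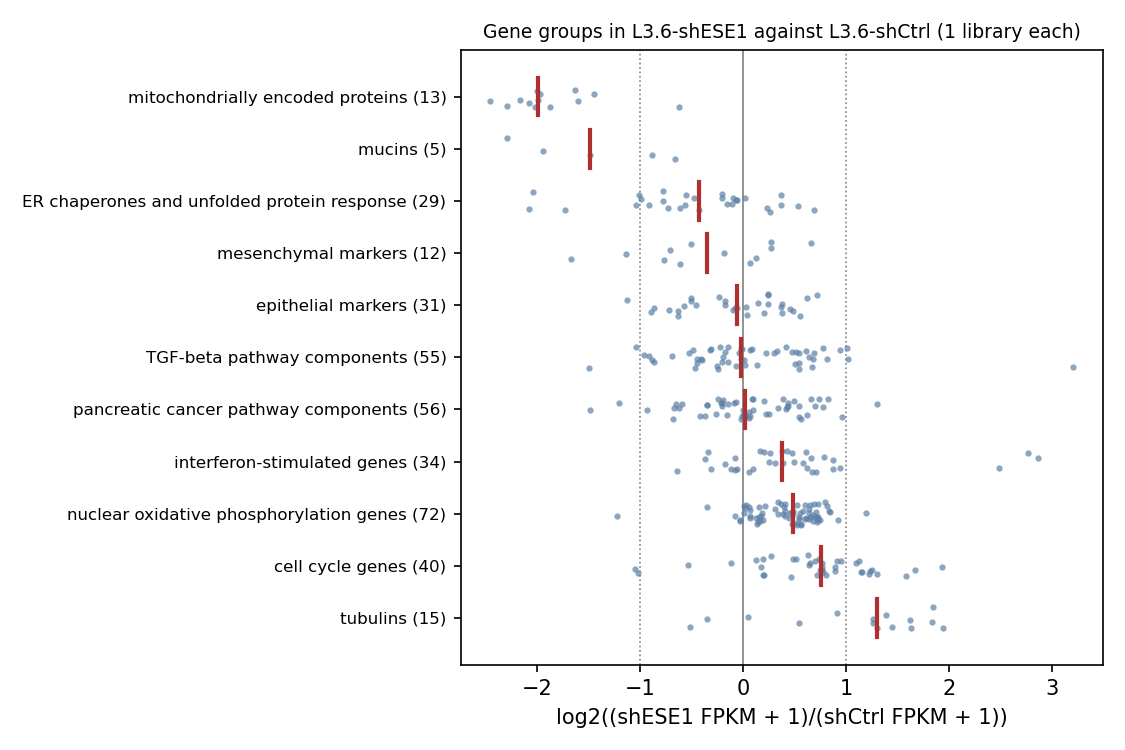
Each point is a gene with at least 1 FPKM in at least 1 library, placed by its log2 change between shESE1 and shCtrl (pseudocount 1), with the number of genes in brackets, and points are spread vertically only for legibility. Red bars mark medians, from −1.99 for mitochondrially encoded proteins to 1.30 for tubulins, and dotted lines mark 2-fold.

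Of the 24 protein-coding genes with the largest decrease or increase, 12 share at least 20% of their transcript sequence with another gene and are uncertain. With counts summed over the genes sharing sequence, 0 of these 12 were still changed at least 2-fold, although a large partner dilutes such a sum. *HNRNPA1L2* (24.8 and 0.240 FPKM), the readthrough gene *NME1-NME2* (8.92 and 246 FPKM) and *TOMM6* (1.84 and 30.9 FPKM) are examples, and *AC087721*, with 3458 counts in shCtrl and 0 in shESE1, was at least 1256-fold lower against a floor of 3 counts. The others are *UPK3BL1*, *AC117378*, *AC025165* and *NOTCH2NLA* among the decreases and *AC011448*, *AL662899*, *AL136295* and *AC004922* among the increases. *BCL2L2* (−2.89), an apoptosis inhibitor gene, shares 14.0% of its sequence. The split between lower and higher genes depended on the scaling. It was 539 lower and 236 higher after median ratio scaling and 349 and 534 after TMM scaling. With mitochondrial genes left out of the totals it was 568 and 293. As TPM it was 873 and 1432, but 16416 genes then passed the filter instead of 12520. The TPM counts therefore do not reflect scaling between the libraries alone.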

A total of 546 downregulated genes and 263 upregulated genes were found to be associated with the suppression of ESE1 (*p* < 0.01; log2 fold change >1; Figure 3A, GSE 206999). 

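Genes placed by the deposited KEGG annotation in cancer pathways were both lower and higher in shESE1 cells. In the bladder cancer pathway 4 of 35 measured genes were at least 2-fold lower and 5 higher. The growth factor genes *VEGFA* and *HBEGF* were lower (log2 changes of −1.48 and −1.26), while *E2F1*, a transcription factor of S-phase entry, and *CDKN1A*, which encodes the cell cycle inhibitor p21, were higher (1.30 and 1.28). In the prostate cancer pathway 4 of 66 genes were lower and 7 higher, including the plasminogen activator *PLAT* (−2.09), *TCF7L2* (−1.31) and the cyclin gene *CCNE2* (1.59). The gastric cancer pathway had 7 of 86 genes lower and 6 higher, among them *APC*, a negative regulator of Wnt signaling (−1.55), and *WNT7A* (1.35). The small cell lung cancer pathway had 4 of 69 genes lower and 8 higher, with *CCNE2*, *E2F1* and *CDKN1A* among those higher. The changed share was 25.7%, 16.7%, 15.1% and 17.4% in these 4 pathways and 6.60% among all measured genes with a KEGG annotation. *CCNE2* belongs to 3 of these pathways, so their shares are not independent. The paper drew these pathways from the same 2 libraries, so the raised shares are no independent check of its enrichment. With a pseudocount of 5 the gastric cancer share was 2.33%, below its background of 2.92%.
Some other terms of Fig. 3B hold tubulin genes or genes of the mitochondrial genome. In pathogenic Escherichia coli infection 2 of 42 genes were lower and 12 higher, led by the actin nucleation gene *ARPC5* (1.95) and the tubulin gene *TUBA4A* (1.95). Of 14 lower genes in oxidative phosphorylation, 12 are encoded by the mitochondrial genome. Of the 42 terms drawn in Fig. 3, KEGG and GO together, 20 had a changed share at least 2 times that of their background. These shares come from no test, since genes are not replicates. The terms were drawn in the paper from these same 2 libraries, so raised shares in them are partly a result of that choice.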

The Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis was applied for pathway annotations and showed that DEGs were enriched in cancer signaling pathways, including pathways related to bladder cancer, prostate cancer, gastric cancer, and small cell lung cancer (Figure 3B). 

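Matrix, migration and wound healing genes were found among those at least 2-fold changed in shESE1 cells. In the GO term extracellular matrix 3 of 56 measured genes were at least 2-fold lower and 4 higher. *PI3*, which encodes the elastase inhibitor elafin, had a log2 change of 1.89, and *DMBT1* and *MUC4* were among those lower. In positive regulation of cell migration 0 of 42 genes were lower and 4 were higher, including the adhesion molecule gene *CEACAM6* (2.32), *SUN2* (1.10) and *GTSE1* (1.04). In wound healing 0 of 25 genes were lower and 2 higher, the envoplakin gene *EVPL* (1.33) and *SERPINB2* (1.18). *SERPINB2* shares 21.8% of its sequence with another gene. Summed with that gene, the counts went from 418 to 1268 (1.16). This argues against a different division of reads as the cause of the *SERPINB2* increase. In inflammatory response 0 of 65 genes were lower and 3 higher, *HYAL3* (1.36), *OLR1* (1.08) and *TICAM2*, which shares 86.8% of its sequence. *TICAM2* had 0 counts in shCtrl and 424 in shESE1. Summed with the gene sharing its sequence, the counts were 463 and 435 (−0.14). Its increase was thus not kept in the sum, but it stays among the 3. The changed share was 12.5%, 9.52%, 8.00% and 4.62% in these 4 terms, beside 5.46% among all 9027 measured genes with a GO annotation. In the same order, median log2 changes were −0.07, 0.01, −0.16 and −0.12, at the percentiles 34.8, 32.8, 3.5 and 1.53 of matched random lists. The median of inflammatory response was thus low, although its members past 2-fold were higher. The GO annotation of 2523 genes was not used here, so the membership of each term is incomplete. With a pseudocount of 5 the shares of inflammatory response and wound healing were 0%, beside 1.78% in the background.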

ESE1‐induced DEGs were further analyzed by functional annotations in Gene Ontology (GO) term, and the results revealed that genes associated with carcinogenic pathways are enriched, including inflammatory response, extracellular matrix, positive regulation of cell migration, wound healing (Figure 3C). Because of the intricate association between ESE1 and cell migration, and the enrichment of wound healing and DEGs in the cancer pathways, we hypothesized that ESE1 could be a target of EMT‐related pathways in PDAC cells, such as TGF‐β. The KEGG pathway correlated with the DEGs was then studied using gene‐set enrichment analysis (GSEA) to further investigate the biological functions of DEGs (https://www.omicstudio.cn/tool). Indeed, the DEGs were found to be enriched in the TGF‐β signaling pathway and also related to pancreatic cancer (Figure 3D,E). 

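In the KEGG TGF-β signaling pathway 1 of 59 measured genes was at least 2-fold lower in shESE1 cells and 3 were higher. The activin subunit gene *INHBE* was lower (2.75 FPKM in shCtrl and 0.329 in shESE1). *ID3*, a target of BMP and TGF-β signaling, *RBX1* (1.03), a ubiquitin ligase component, and *SMAD5* (1.01), a BMP-activated SMAD, were higher. In the pancreatic cancer pathway 2 of 60 genes were lower, *VEGFA* and the growth factor receptor gene *EGFR* (−1.20), and 2 were higher, *E2F1* and *CDKN1A*. The changed share was 6.78% in the TGF-β pathway and 6.67% in the pancreatic cancer pathway. The median changes of the pathways stood at the percentiles 38.9 and 36.2 among 10000 random lists matched on size and expression. A separate list of 28 measured TGF-β response genes had 2 lower and 4 higher members and a median at the percentile 79.4. *IGFBP3* was lower (−1.87), whereas *MMP9*, which encodes a matrix metalloprotease, had 13 counts in shCtrl and 248 in shESE1. The receptor gene *TGFBR2* was at 19.2 FPKM in shCtrl and 20.5 in shESE1. *SNAI1* and *ZEB1*, transcription factors of EMT, were below 1 FPKM in both libraries. GSEA, the method of Fig. 3D,E, was not run here. From the association between ESE1 and cell migration, and the enrichment of wound healing and cancer pathways among the DEGs, the paper proposes that ESE1 could be a target of EMT-related pathways such as TGF-β, and from GSEA it states that the DEGs are enriched in TGF-β signaling and related to pancreatic cancer.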

The GSEA of the microarray data and the fact that TGF‐β signaling is a predominant promoter of EMT and PDAC progression^35^, ^36^ prompted us to examine the role of ESE1 in TGF‐β‐induced EMT process in pancreatic cancer.

**FIGURE 3:**
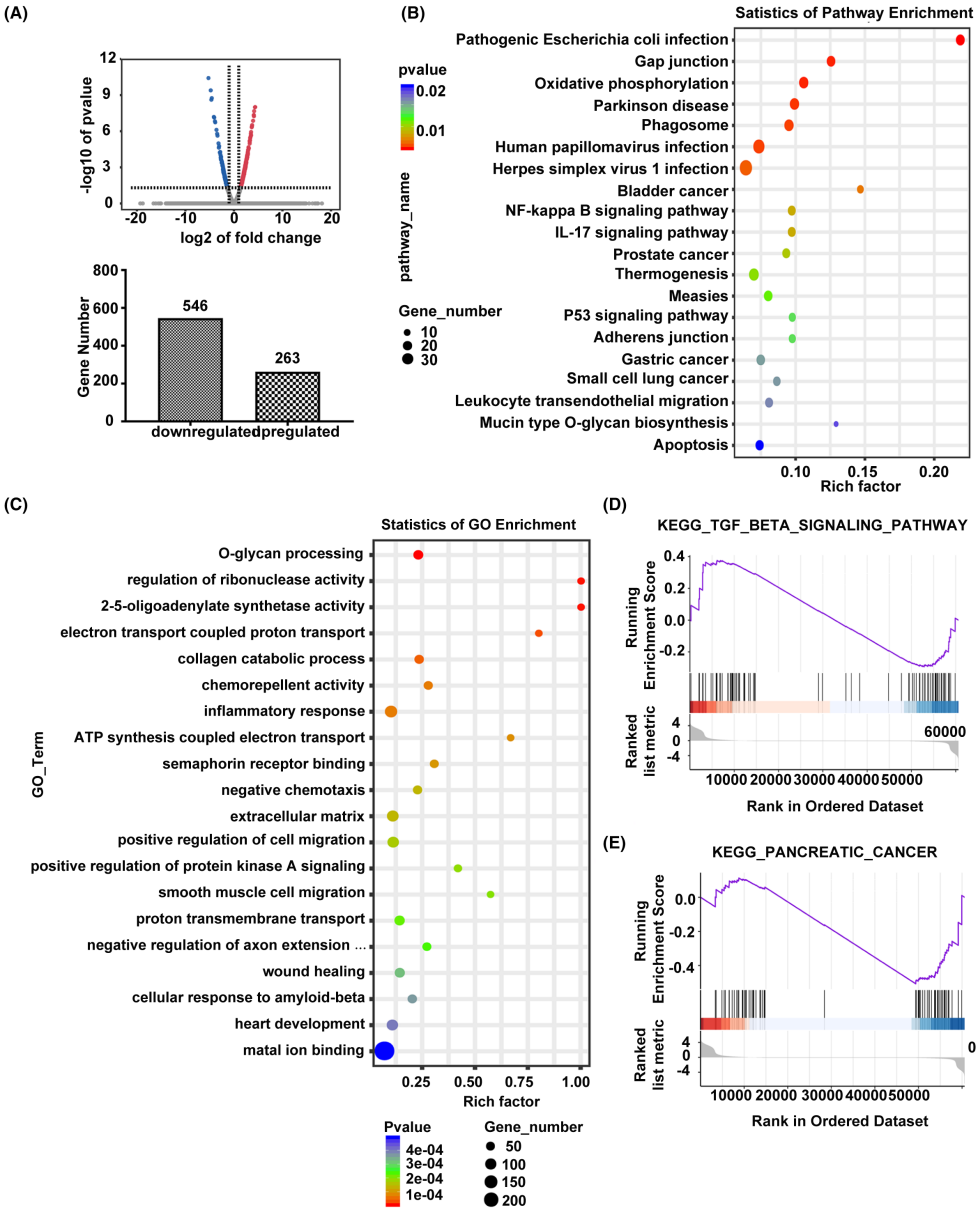
Knockdown of ESE1 expression affects the TGF‐β network in PDAC cells. RNA‐seq analysis was performed in L3.6‐shCtrl versus L3.6‐shESE1 cells to determine the DEGs. (A) Volcano map of DEGs. The blue dots represented down‐regulated genes while red dots represented up‐regulated genes with the number of down‐ and up‐regulated genes shown blow. (B) Bubble map of DEGs in L3.6‐shCtrl versus L3.6‐shESE1 cells based on KEGG pathway analyses. (C) Bubble map of GO pathway analyses on DEGs in L3.6‐shCtrl versus L3.6‐shESE1 cells. GSEA analysis based on DEGs in L3.6‐shCtrl versus L3.6‐shESE1 cells to compare the changes related to TGF‐β signaling pathway (D) and pancreatic cancer (E) using the KEGG gene sets.

### 3.4 TGF‐β‐induced EMT is associated with ESE1 post‐transcriptional downregulation

EMT is a critical biological process that contributes to the tumor cell migration and invasion.^37^ We investigated whether ESE1 regulated the EMT process in L3.6 cells. We first analyzed the expression levels of EMT markers, including E‐cadherin, N‐cadherin, and vimentin. The results showed that TGF‐β increased the expression levels of the mesenchymal markers N‐cadherin and vimentin, while decreasing the expression level of the epithelial marker E‐cadherin. Furthermore, the protein expression of ESE1 was significantly reduced after the treatment with TGF‐β (15 ng/mL) on the first day accompanied by induced N‐cadherin expression, whereas the expression of vimentin started increasing on the second day and becoming more apparent on the third day (Figure 4A). Similarly, cells treated with different concentrations of TGF‐β showed reduced expression of ESE1 before increased expression of vimentin (Figure 4B). These findings suggested that TGF‐β contributed to downregulate ESE1 protein expression in L3.6 cells. However, qRT‐PCR analysis revealed no significant difference at the mRNA levels of ESE1 in L3.6 cells following TGF‐β treatment suggesting that TGF‐β did not affect the transcription of ESE1 (Figure 4C). The results also showed increased expression of the mesenchymal marker vimentin and decreased expression of epithelial marker E‐cadherin in CFPAC‐1 cells with TGF‐β treatment. Furthermore, the protein expression of ESE1 was significantly reduced after the treatment with TGF‐β, which was consistent with above findings on TGF‐β‐treated L3.6 cells (Figure S2E).

**FIGURE 4:**
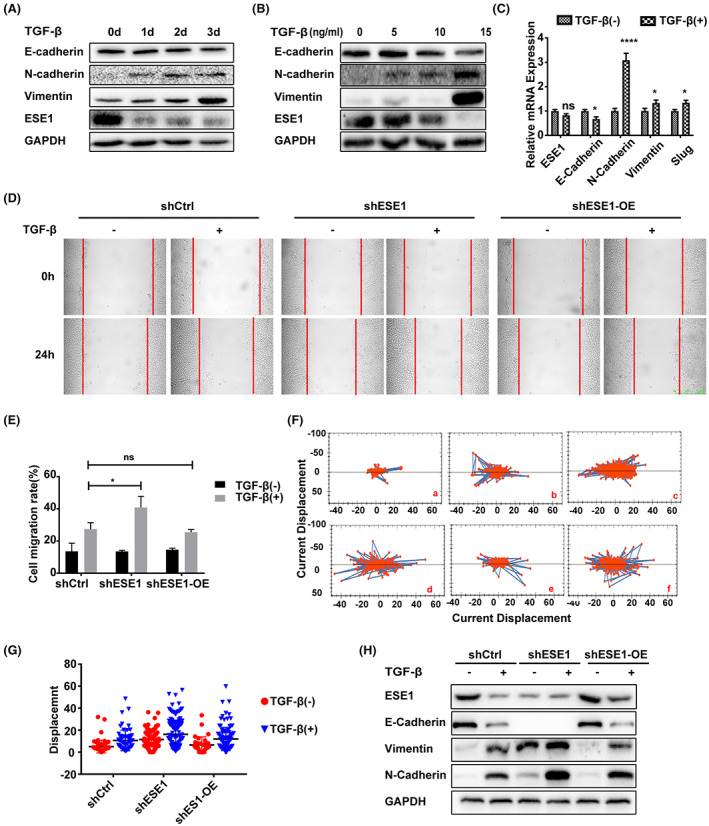
TGF‐β‐induced EMT is associated with ESE1 post‐translational downregulation. Immunoblot analysis to determine ESE1 and EMT‐related marker expression in L3.6 cells treated with TGF‐β (15 ng/mL) for indicated time (A) and doses (B). (C) The mRNA expression of ESE1 and EMT markers was determined by qRT‐PCR analysis in L3.6 cells treated with and without TGF‐β for 3 days. (D) Representative images of wound‐healing assay from shCtrl, shESE1 and shESE1‐OE groups with and without TGF‐β treatment. (E) Quantitative analysis of the scratch‐healing assay result by measuring the cell migration rate. (F) Cell track analysis in shCtrl, shESE1, and shESE1‐OE cells without (a, c, and e) and with TGF‐β treatment (b, d, and f) by Operetta CLS. (G) Quantitative analysis of the cell displacement with Harmony software. (H) Immunoblot analysis of ESE1 and EMT marker protein expression in L3.6 cells with and without TGF‐β treatment. Data are presented as means ± SEM (*n* = 3 per group). *p < 0.05, ****p < 0.0001. Scale bars:500 μm (D).

To confirm that ESE1 is a key component of TGF‐β‐induced EMT, we investigated whether altered ESE1 expression could influence TGF‐β‐induced EMT in L3.6 cells. Scratch wound healing assays were carried out on cells that had been pre‐treated with TGF‐β for 72 h to initiate the EMT process. The results demonstrated that the migration ability of shESE1 cells was dramatically increased following TGF‐β treatment, whereas rescued overexpression of ESE1 (shESE‐OE) attenuated this effect (Figure 4D,E). These results were further validated using cell‐tracking assays performed using the Operetta CLS high content analysis system (Figure 4F,G). Compared with the shCtrl group, the shESE1 group demonstrated significantly increased displacement. Compared with the shESE1 group, the shESE1‐OE group showed significantly reduced migration. Similarly, the expression of vimentin and N‐cadherin was significantly increased in *ESE1* knockdown cells treated with TGF‐β, whereas overexpression of *ESE1* relieved the increased levels of vimentin and N‐cadherin in shESE1‐OE cells (Figure 4H). Immunofluorescent staining revealed mesenchymal‐like morphologies of shESE1 cells treated with TGF‐β in L3.6 cells (Figure S3). Similarly, compared with the shCtrl group, the shESE1 group demonstrated significantly increased displacement in CFPAC‐1 cells (Figure S2F). These data indicate that TGF‐β induces EMT in PDAC cells by downregulating ESE1.

### 3.5 Downregulation of ESE1 and AGR2 highly correlates to EMT phenotype

Overexpression of *AGR2* was associated with advanced clinical stage, advanced tumor, but a better prognosis based on the TCGA database and KM‐plotter database in PDAC (Figure S4A‐C), suggesting a complex effect of AGR2 on cancer growth and survival resembling that of ESE1. Similar to ESE1, the mRNA and protein expression of AGR2 were found to be higher in L3.6 than the others tested (Figure 1F, Figure 5A,B). Consistent with the previous reports that TGF‐β downregulates the expression of *AGR2* in a cell context‐dependent manner,^38^ we found that *AGR2* was significantly downregulated during TGF‐β‐induced EMT in L3.6 and CFPAC‐1 cells (Figure 5C,D, Figure S2E). Therefore, we hypothesized that AGR2 may participate in ESE1‐mediated inhibition of EMT. To test this hypothesis, we performed protein–protein interaction (PPI) network functional enrichment analysis for ESE1 protein using the Search Tool for the Retrieval of Interacting Genes/Proteins (STRING) database (https://version11.string‐db.org/cgi/network.pl?taskId=VZEEHh0QUtmm). The analysis showed a positive relationship between ESE1 and AGR2, implying that ESE1 interacts with AGR2 in PDAC (Figure 5 E,F). 

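*AGR2* (ENSG00000106541) encodes a protein disulfide isomerase of the endoplasmic reticulum and lies on chromosome 7 of GRCh38 from 16791811 to 16833433 on the minus strand. It was at 46.3 FPKM in L3.6-shCtrl cells and 13.8 FPKM in L3.6-shESE1 cells, from 8621 and 2808 counts. This is 3.35-fold lower, and the 95% exact interval of the ratio of counts on the FPKM scale was −1.80 to −1.68 in log2. With a pseudocount of 1 the log2 change was −1.67. *AGR2* shares no sequence with other genes over the length compared. Of the 10 partners of ESE1 drawn in Fig. 5E, 5 were measured at 1 FPKM or more, and *AGR2* was the 1 of these that was at least 2-fold lower. *PRKCI*, *MED23*, *SPTBN1* and *CREBBP* had log2 changes of −0.59, −0.37, −0.23 and −0.14. Among the partners below 1 FPKM, *ESR1* had 24 counts in shCtrl and 0 in shESE1, at least 8.72-fold lower against a floor of 3 counts, and *CCL20* had 6 and 30 counts, 5.13-fold higher with an interval of 0.91 to 3.75 in log2. *ESX1*, *SPRR2A* and *POU2F3* had 0 counts in both libraries. Each value comes from 1 library per condition.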

Bioinformatics analysis of transcriptome sequencing data showed that compared with shCtrl, the expression of AGR2 was significantly downregulated in shESE1 cells (GSE 206999). Similar to the effect of *ESE1* knockdown, shRNA‐mediated suppression of *AGR2*, as demonstrated in Figure S4D,E, also reduced the colony formation, but promoted the migration of L3.6 cells, further revealing its resemblance of ESE1 in differential regulation of PDAC cell proliferation and migration (Figure S4F,G). Moreover, similar to the effect of *ESE1* knockdown on EMT markers, we found AGR2 knockdown markedly increased the expression level of the mesenchymal marker vimentin and decreased that of E‐cadherin in shAGR2 L3.6 cells (Figure S4H). The correlation between AGR2 and ESE1 was further supported by Spearman's correlation coefficient analysis (http://gepia.cancer‐pku.cn/detail.php?clicktag=correlation) (Figure 5G). We next determined the relationship between endogenous ESE1 and AGR2 in L3.6 cells. The results showed that the levels of AGR2 mRNA and protein were significantly reduced upon suppression of endogenous ESE1 (Figure 5H,I, Figure S5A). Similarly, the levels of AGR2 mRNA (data not shown) and protein were significantly reduced upon suppression of endogenous ESE1 in CFPAC‐1 cells (Figure S2D). These results suggest AGR2 a potential transcriptional target of ESE1.

**FIGURE 5:**
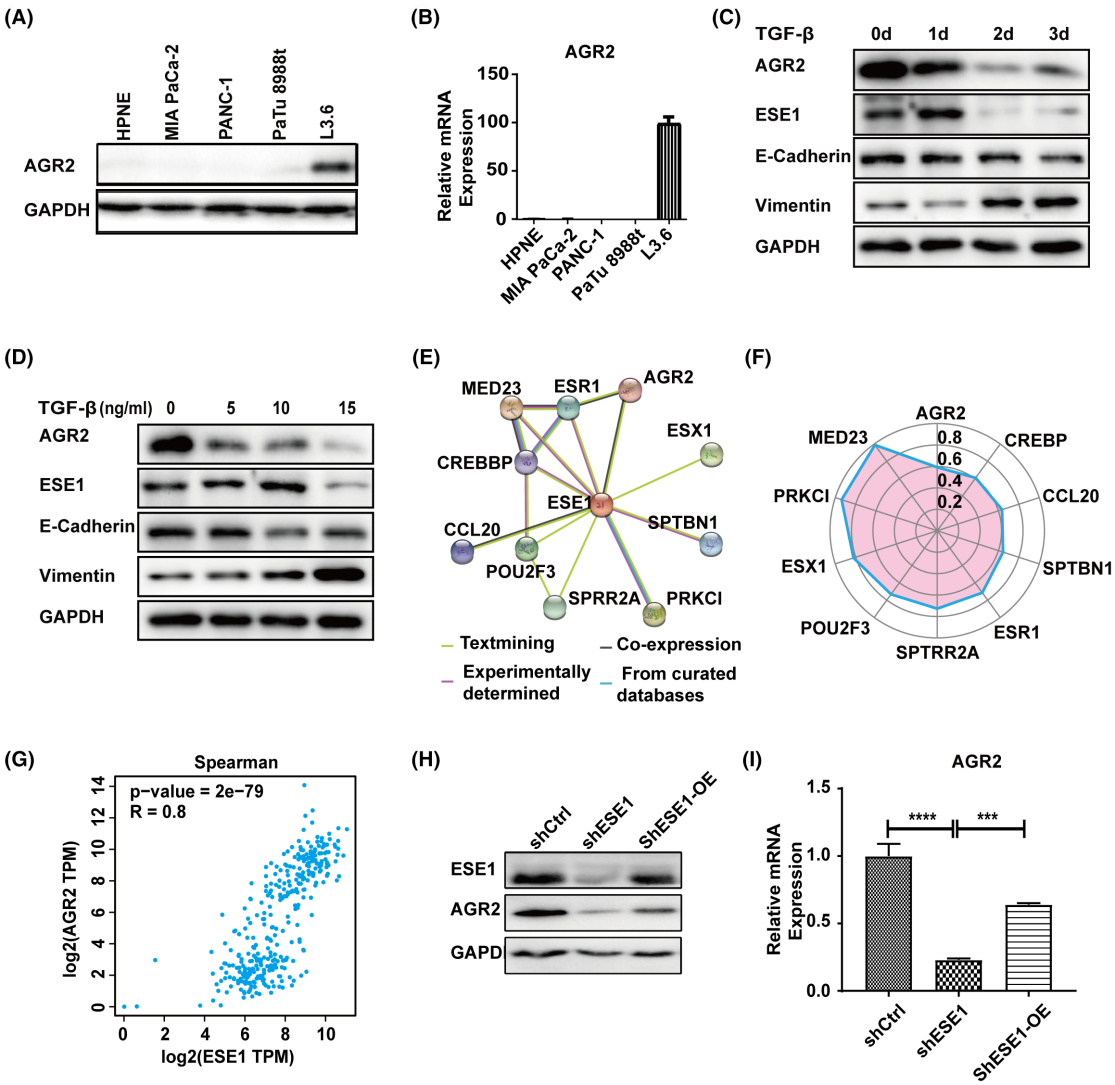
Downregulation of ESE1 and AGR2 highly correlates to EMT phenotype. The relative protein and mRNA expression of AGR2 in PDAC cell lines and immortalized normal pancreatic epithelial cell line (HPNE) by Western blotting (A) and qRT‐PCR (B). Immunoblot analysis to determine AGR2, ESE1 and EMT‐related marker expression in L3.6 cells treated with TGF‐β for indicated time (C) and doses (D). (E) Network analysis of ESE1 correlation by STRING database. (F) Analysis of the ESE1 interaction gene score. (G) The correlation analysis between AGR2 and ESE1 based on Spearman correlation analysis of GEPIA database. The protein (H) and mRNA (I) expression of AGR2 in L3.6‐shCtrl, L3.6‐shESE1, and L3.6‐shESE1‐OE groups. Data are presented as means ± SEM (*n* = 3 per group). ***p < 0.001, ****p < 0.0001.

### 3.6 TGF‐β inhibits ESE1‐mediated transactivation of AGR2 promoter

To elucidate whether ESE1 functions as a cytoplasmic regulator like previously reported in breast cancer or as a nuclear transcriptional factor like most other ETS proteins, we examined the expression of endogenous ESE1 localization by IF and immunoblot analysis of the nuclear and cytoplasmic extracts in L3.6, PANC‐1, and CFPAC‐1. We found ESE1 predominantly localized in the nuclear (Figure 6A,D, Figure S5B). Similar results were observed in HeLa cells with exogenously overexpressed ESE1 either with a C‐terminally fused GFP or an N‐terminal flag tag (Figure 6B,C). GAL4‐based heterologous reporter assay detected much stronger activation of luciferase reporter by ESE1, compared to its close homolog ESE3 (Figure 6E). Further analysis of ESE1 truncation mutants indicated that N‐terminal half of ESE1 containing the pointed and the transcription activation domains (PNT + TAD) were able to robustly transactivate the GAL4‐Luciferase reporter in all tested PDAC lines including BxPC3, L3.6, PANC‐1, and Patu8988T cells (Figure S6A,B). Importantly, TGF‐β treatment significantly reduced ESE1‐mediated transactivation of the reporter (Figure 6F). Given the crucial role of ESE1 in maintaining the expression of the endogenous AGR2 (Figure 5H, Figure S5A), we next examined whether ESE1 could directly activate AGR2 promoter. ESE1‐flag expression vector was co‐transfected with pGL3‐AGR2 luciferase reporter constructs in HeLa cells with Flag empty vectors as negative control, and the SAM pointed domain‐containing ETS transcription factor (*SPDEF*), a gene reported to transcriptionally activate AGR2,^39^, ^40^ as the positive control. ESE1 was found to more robustly increased the activity of AGR2 promoter than *SPDEF* (Figure 6G). These results indicated that ESE1 is a strong activator of AGR2 promoter transcription, and its activity is regulated by TGF‐β signaling.

**FIGURE 6:**
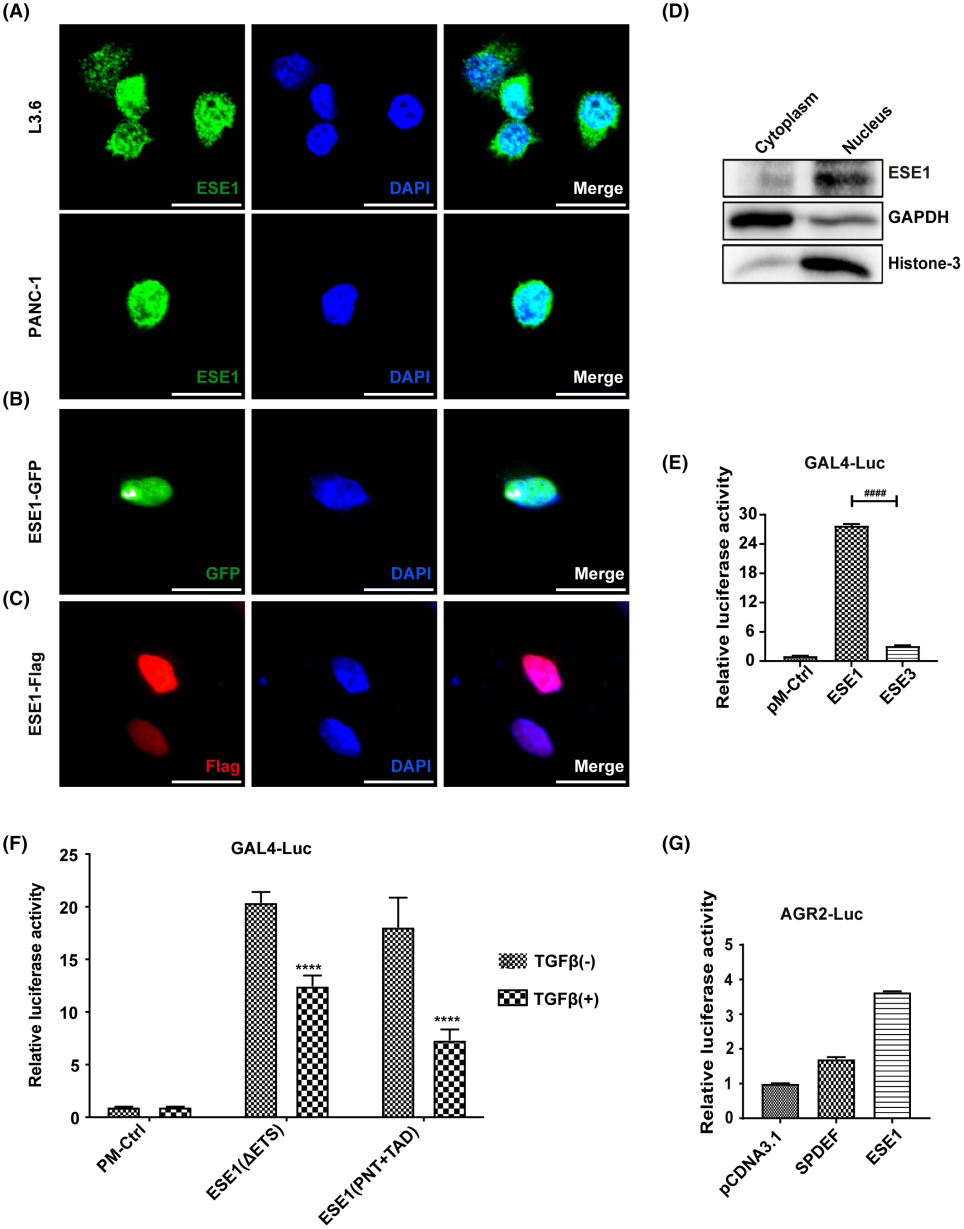
TGF‐β inhibits ESE1‐mediated transactivation of AGR2 promoter. (A) Detection of endogenous ESE1 expression and localization in L3.6 and PANC‐1 cells by IF. ESE1(green), nuclei (DAPI). HeLa cells were transfected with ESE1‐GFP (B) or ESE1‐flag expression plasmids (C) to reveal their predominant nuclear localization. (D) ESE1 protein expression in L3.6 cells was assessed by immunoblot analysis of cytoplasmic and nuclear fractions. (E) The ability of GAL4 DBD‐ESE1 and GAL4 DBD‐ESE3 fusion proteins to activate the GAL4‐Luc reporter in L3.6 cells. (F) GAL4‐Luc reporter assay to determine the activity of GAL4 DBD‐ESE1 fusion proteins in L3.6 cells with or without TGF‐β treatment. (G) Luciferase reporter assay to determine the transactivation of AGR2 promoter by ESE1 relative to the positive control SPDEF. Data are presented as means ± SEM (*n* = 3 per group). ****p < 0.0001 compared with control, ^####^ *p* < 0.0001 intergroup comparison. Scale bars: 20 μm. PNT, TAD, and ETS indicate Sterile alpha motif/Point domain, transactivation domain, and ETS DNA binding domain, respectively. AGR2‐Luc, AGR2 luciferase reporter.

## 4 DISCUSSION

Many studies reported contradictory roles of ESE1 as an oncogene or a tumor suppressor depending on the cancer types or different malignant properties, highlighting a complexed nature and mechanism of its action.^13^, ^41^, ^42^, ^43^ The current work illustrated that ESE1 exhibits dual roles in regulation of malignant phenotypes in that its overexpression promoted cell proliferation, whereas its downregulation enhanced EMT phenotype in the L3.6 and CFPAC‐1 PDAC cells. Our data establish ESE1 as a negative regulator of TGF‐β‐induced EMT in PDAC. We further identify AGR2 as a novel transcriptional target of ESE1, that participates in TGF‐β‐induced EMT. These findings provide mechanistic insight into the differential roles of ESE1 in regulating different cell malignant properties and offer a potential explanation for its seemingly contradicting impact on RFS and OS in PDAC patients, as well as some early conflicting results reported in different types of cancer. Given the growing interest in ETS‐directed therapies, such as with small molecule inhibitors or siRNA,^44^, ^45^ our results raise necessary precautions for applying this type of approach, and a better mechanistic understanding will facilitate design of drugs with desired inhibition of tumor growth, while eliminating the potential adverse effects on promoting EMT and metastasis.

TGF‐β signaling is a predominant driver of EMT, a key initial step of cancer progression in various epithelial cancer including PDAC.^46^ Previous studies have reported ESE1 as a transcriptional activator of TGF receptor type II (TGFβR‐II). ESE1 directly binds TGFβR‐II promoter and robustly increases its expression in breast cancer and the mouse embryonal carcinoma cells.^47^ Genetic ablation of mouse ESE1 gene was associated with highly reduced TGFβR‐II expression.^48^ Significantly, the developmental defect can be partially rescued by transgenic expression of Tgf‐βRII in ESE1(−/−) background. Together with the crystal structure of a mouse Elf3 complexed with mouse TGFβR‐II promoter DNA,^49^ these studies established ESE1 as a bona fide and crucial upstream regulator of TGF‐β signaling both in the embryonic development and the cancer cells. The current identification of ESE1 as a downstream target of TGF signaling reveals a ESE1‐mediated feed‐back regulatory mechanism during TGF‐β‐induced EMT in PDAC, and perhaps also in other cancer. In contrast to the direct transcriptional activation of Tgf‐βRII by ESE1, we found that the expression of ESE1 protein, but not its mRNA, is markedly down regulated by TGF‐β, suggesting that decreased ESE1 expression following TGF‐β‐induced EMT is mainly a post‐transcriptional event, but the underlying mechanism remains to be further investigated.

Of note, ESE1 contains a serine‐ and aspartic rich (SAR) motif and an HMG‐like AT‐hook domain, which have been reported to confer ESE1 unique cytoplasmic localization and additional functional properties in breast cancer.^50^, ^51^ The SAR domain is found both necessary and sufficient to maintain a morphological EMT and metastatic phenotype, whereas nuclear localized ESE1 protein contributes to maintain the transformed phenotype of breast cancer cells.^52^ A monopartite nuclear localization signal (NLS1) in the AT‐hook and a three lysine residues (NLS2) within the ETS domain have been mapped.^53^, ^54^ Additionally, two CRM1‐dependent nuclear export signals(NES) located within the pointed domain and the ETS domain, respectively, have also been found.^53^ Therefore, these NLS/NES may work together to regulate cytoplasmic‐nuclear shuttling of ESE1. However, unlike those reported in the breast cancer cells, we observed predominantly nuclear localized ESE1 of both endogenous protein and transfected full‐length protein expression plasmid in PDAC cells. We suggest that cytoplasmic‐nuclear shuttling represents a key knot governing ESE1's dichotomous activities toward promoting cell proliferation and suppression of EMT that may be cancer cell type dependent and subject to regulation by additional signaling pathways, such as TGF‐β as we demonstrated. The precise control mechanism of ESE1 subcellular localization and its functional properties should be a key topic for future research.

Despite of its role as a crucial guardian of the epithelial state^41^ and a negative regulator of EMT in cancer,^12^, ^13^ the signaling pathways governing the activity and the transcriptional targets of ESE1 in mediating its cellular effects remain largely elusive. The current work identifies AGR2 as a novel and functional ESE1 transcriptionally activated target gene in PDAC. Interestingly, AGR2 has previously been identified as a TGF‐β down‐regulated gene with an essential role in governing MUC1 expression, and in facilitating mPanIN initiation and progression to PDAC.^55^ Reduced AGR2 expression in human PDAC patients correlates to EMT phenotype, aggressive histological grade and adverse outcome highly resembling that of ESE1.^56^ Similarly, in human lung adenocarcinoma, TGF‐β‐induced EMT leads to dramatic down regulation of AGR2, whereas forced overexpression of AGR2 largely reversed the TGF‐β‐induced EMT‐phenotype.^38^ An independent study further show that TGF‐β inhibits ESE‐1 expression in the same cell lines, suggesting that AGR2 downregulation is mediated, at least in part, by ESE1.^57^ Our data together with the published observations suggest ESE1/AGR2 axis serves to maintain epithelial cell identity, which is antagonized by TGF‐β signaling in cancer cells to undergo EMT.

Interestingly, both ESE1 and AGR2 are linked to ZEB1/2 regulation, a key EMT driver downstream of TGF‐β. AGR2 is identified as a direct target of *ZEB1* transcriptional repression, and that AGR2 promotes *ZEB1* mRNA degradation therefore forming a double negative feedback loop in the EMT and metastasis process. The balance between AGR2 and ZEB1 is suggested to govern the aggressiveness and invasive phenotype of tumor cells.^24^ On the contrary, *ZEB1/2* and *Snail* have also been identified as ESE1 transcriptional targets of repression in biliary tract and colorectal cancer.^58^, ^59^ In breast cancer cells, ETS1 and ESE1 reciprocally regulate the expression of *ZEB1/2*, and the net outcome is mainly dictated by ERK1/2 activity, which positively impacts on ETS1 transactivation of *ZEB1/2*, while it inhibits their transcriptional repression by ESE1.^60^ The current results together with the published work reveal an intricate regulatory network between TGF‐β signaling and ESE1/AGR2 axis that function together with other EMT drivers such ZEBs to govern the normal epithelial homeostasis or EMT phenotype in cancer cells.

## AUTHOR CONTRIBUTIONS

**Hui‐Jing Xu:** Conceptualization (lead); data curation (lead); investigation (lead); methodology (lead); writing – original draft (lead). **Jing Bai:** Conceptualization (lead); data curation (lead); investigation (lead); methodology (lead). **Ye Tian:** Data curation (equal); investigation (equal); methodology (equal). **Xiao Feng:** Data curation (equal); investigation (equal); methodology (equal). **Ai‐Ping Chen:** Data curation (equal); investigation (equal); methodology (equal). **Jie Wang:** Data curation (equal); investigation (equal); methodology (equal). **Jin Wu:** Data curation (equal); investigation (equal); methodology (equal). **Xu‐Ru Jin:** Investigation (equal); methodology (equal). **Feng Zhang:** Data curation (equal); investigation (equal); methodology (equal). **Mei‐Yu Quan:** Data curation (equal); investigation (equal); methodology (equal). **Chengshui Chen:** Conceptualization (equal); funding acquisition (equal); resources (equal); supervision (equal). **Kwang Yeol Lee:** Conceptualization (equal); funding acquisition (equal); resources (equal). **Jin‐San Zhang:** Conceptualization (lead); data curation (lead); funding acquisition (lead); investigation (lead); methodology (lead); resources (lead); supervision (lead); writing – review and editing (lead).

## CONFLICT OF INTEREST

The authors declare that they have no competing associated with the manuscript.

## ETHICS STATEMENT

This study did not research on human or animal subject.

## Supporting information

Figure S1
Figure S2
Figure S3
Figure S4
Figure S5
Figure S6

Table S1

## Data Availability

The data that support the findings of this study are openly available in GEO at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE206999, reference number GSE 206999.

# Supplementary material for: ESE1/AGR2 axis antagonizes TGF‐β‐induced epithelial‐mesenchymal transition in low‐grade pancreatic cancer
**Source:** Cancer Med. 2022 Nov 3;12(5):5979–93. doi: 10.1002/cam4.5397
**Supplement:** Supplementary file 1 — Figure S1 Figure S2 Figure S3 Figure S4 Figure S5 Figure S6

**Supplementary Figure 1. ESE1 is overexpressed in various human cancer tissues including PDAC.**

(A) The ESE1 gene expression profile across different tumor samples and paired normal tissue. (B) The correlation between ESE1 expression and overall survival (OS) in PDAC patients based on the data obtained and analyzed from Kaplan-Meier Plotter database. COAD, Colon adenocarcinoma. READ, Rectum adenocarcinoma. PDAC, Pancreatic adenocarcinoma. BLCA, Bladder Urothelial Carcinoma. CESC, Cervical squamous cell carcinoma and endocervical adenocarcinoma. LUAD, Lung adenocarcinoma. KIRP, Kidney renal papillary cell carcinoma. STAD, Stomach adenocarcinoma. CHOL, Cholangiocarcinoma. ESCA, Esophageal carcinoma. UCEC, Uterine Corpus Endometrial Carcinoma. OV, Ovarian serous cystadenocarcinoma. LUSC, Lung squamous cell carcinoma. BRCA, Breast invasive carcinoma. PRAD, Prostate adenocarcinoma. HNSC, Head and Neck squamous cell carcinoma. LIHC, Liver hepatocellular carcinoma. KIRC, Kidney renal clear cell carcinoma. UCS, Uterine Carcinosarcoma. KICH, Kidney Chromophobe.

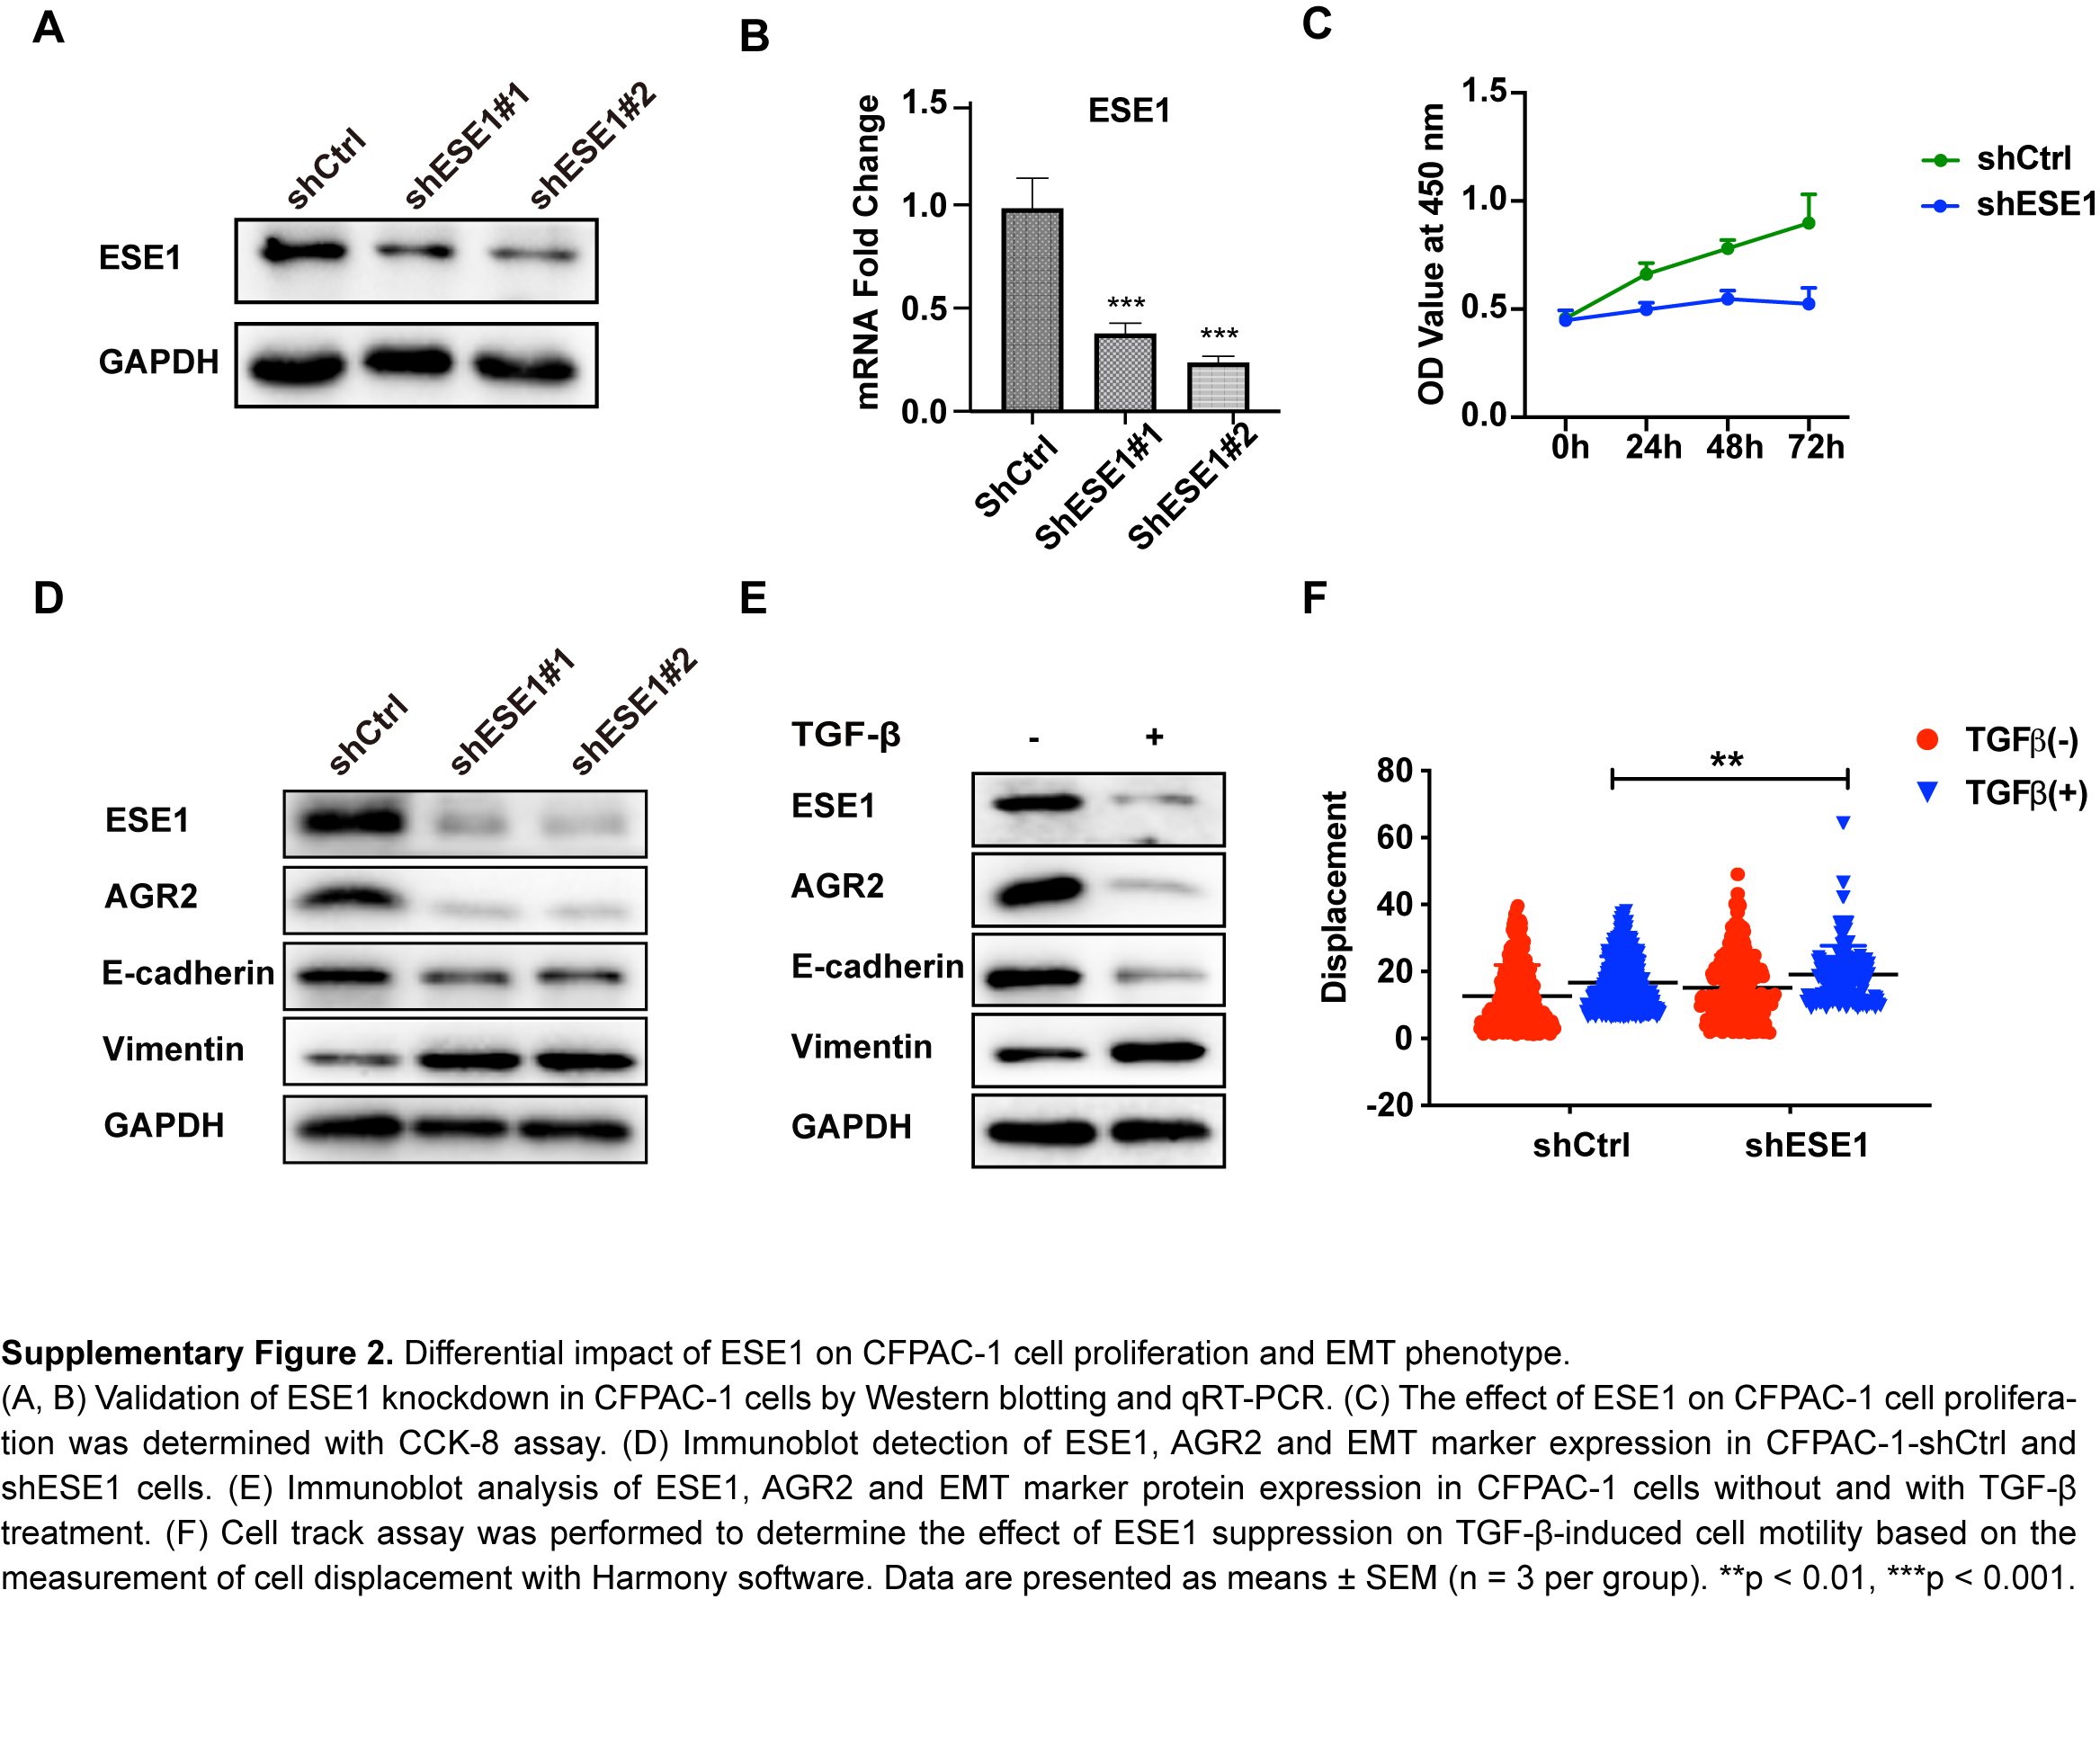

**Supplementary Figure 2.** Differential impact of ESE1 on CFPAC-1 cell proliferation and EMT phenotype.

(A, B) Validation of ESE1 knockdown in CFPAC-1 cells by Western blotting and qRT-PCR. (C) The effect of ESE1 on CFPAC-1 cell proliferation was determined with CCK-8 assay. (D) Immunoblot detection of ESE1, AGR2 and EMT marker expression in shCtrl and shESE1 CFPAC-1 cells. (E) Immunoblot analysis of ESE1, AGR2 and EMT marker protein expression in CFPAC-1 cells without and with TGF-β treatment. (F) Cell track assay was performed to determine the effect of ESE1 suppression on TGF-β-induced cell motility based on the measurement of cell displacement with Harmony software. Data are presented as means ± SEM (n = 3 per group). **p < 0.01, ***p < 0.001.

**Supplementary Figure 3.** Enhanced vimentin expression and EMT morphology in shESE1 L3.6 cells treated with TGF-β. Vimentin (red), nuclei (DAPI). Scale bars: 50μm.

**Supplementary Figure 4.** **AGR2 is overexpressed in human PDAC.** (A) The expression of AGR2 in primary PDAC and normal tissues based on analysis of TCGA database. (B) The expression of AGR2 in PDAC tissues based on individual cancer stage from the TCGA database. (C) The correlation between AGR2 expression with RFS in stage-2 PDAC based on Kaplan-Meier Plotter analysis. Validation of AGR2 knockdown efficiency by qRT-PCR (D), and western blotting (E). Representative images of colony formation assay (F), and wound-healing assay (G) from shCtrl and shAGR2 groups. (H) Immunoblot detection of EMT marker expression in shAGR2 L3.6 cells.

**Supplementary Figure 5.** **Correlation of ESE1 and AGR2 expression PDAC cells.**

(A) L3.6 cells transfected with a GFP-tagged lentiviral shRNA vector were stained for endogenous ESE1 and AGR2 by IF. GFP (green), ESE1(white), AGR2 (red), nuclei (DAPI). (B) Detection of endogenous ESE1 and AGR2 in CFPAC-1 cell by IF. ESE1(green), AGR2 (red), nuclei (DAPI). Scale bars: 25μm.

**Supplementary Figure 6.** **Luciferase reporter activity of ESE1 C-terminal truncation mutants in PDAC cells.** (A) Domain representation of full-length ESE1 and its truncated mutants. (B) The relative activities of indicated ESE1 truncation mutants based on the heterologous GAL4-Luciferase reporter assay in different PDAC cell lines. Data are presented as means ± SEM (n = 3 per group). ****p < 0.0001 compared to GAL4 DBD ctrl. *PNT, TAD, SAR, A/T* and *ETS* indicate Point domain, transactivation domain, serine and aspartic acid-rich domain, AT-hook domain, and ETS DNA binding domain, respectively. GAL4-Luc, 5x GAL4 site luciferase­­ reporter.

# Supplementary material for: ESE1/AGR2 axis antagonizes TGF‐β‐induced epithelial‐mesenchymal transition in low‐grade pancreatic cancer
**Source:** Cancer Med. 2022 Nov 3;12(5):5979–93. doi: 10.1002/cam4.5397
**Supplement:** Supplementary file 2 — Table S1

**Supplementary Table 1.**

Guide sequences for lentiviral shRNA expression

| shRNA name | shRNA guide sequence |
| --- | --- |
| shESE1(UTR) | 5'-AGATGTACATAGAGATCTATT-3' |
| shESE1(CDS) | 5'-GCCATGAGGTACTACTACAAAC-3' |
| shAGR2(CDS) | 5'-GACAAACACCTTTCTCCTGAT-3' |
| shAGR2(UTR) | 5'-CCTTGAGACTTGAAACCAGAA-3' |

CDS, coding sequence; UTR, an untranslated region

Primer sequences for qRT-PCR analysis

| Primer name | Primer sequences |
| --- | --- |
| ESE1-F | 5'-GGCCGATGACTTGGTACTGAC-3' |
| ESE1-R | 5'-GCTTGCGTCGTACTTGTTCTTC-3' |
| AGR2-F | 5'-GTCAGCATTCTTGCTCCTTG-3' |
| AGR2-R | 5'-GGGTCGAGAGTCCTTTGTGTC-3' |
| GAPDH-F | 5'-ACATCGCTCAGACACCATG -3' |
| GAPDH-R | 5'-TGTAGTTGAGGTCAATGAAGGG-3' |
| E‐cadherin-F | 5'-AATGCCGCCATCGCTTAC-3' |
| E‐cadherin-R | 5'-ACCAGGGTATACGTAGGGAAATCT-3' |
| Vimentin-F | 5'-GAGGATCTGGAATTCGGATCC‐3' |
| Vimentin-R | 5'-ACGCGTCGACTTATTCAAGGT-3' |

F, forward primer; R, reverse primer

How the deposited data were processed for this re-analysis (not part of the article)

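RNA sequencing of L3.6 cells gave 2 libraries, 1 of cells with a non-targeting shRNA (shCtrl) and 1 of cells with an shRNA against ESE1 (shESE1). The labels call the control untreated, whereas the paper describes a non-targeting shRNA, and the paper's description was used.

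The authors deposited an FPKM value per gene, that is fragments scaled to gene length and library size, in which genes without reads are held at a small constant instead of 0. That constant was set to 0 for the calculations. The authors also deposited whole-number counts per gene, which are not normalized. The submitters' processing notes name fastp, HISAT2 and StringTie and the builds GRCh38 and mm10. The versions and roles of these tools and the tool that wrote the counts are not given in the sources used here. Gene identifiers and positions are human and on GRCh38.

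Total counts were 56853971 in shCtrl and 60786475 in shESE1. The 10 genes with the most counts took 12.3% and 5.54% of them. For each gene with counts, the 95% Clopper-Pearson interval of the share of counts was turned into an interval of the ratio on the FPKM scale, without a pseudocount. A gene at 0 counts in a library was set against a floor of 3 counts. These measures cover counting error and not the difference between cultures.

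The main measure was log2((shESE1 FPKM + 1)/(shCtrl FPKM + 1)) over the 12520 genes with at least 1 FPKM in at least 1 library, counted at 2-fold or more in each direction. No test across genes was run. The paper's threshold of p was not applied, since 1 library per condition leaves no spread between replicates, and the files used here hold no p-values or fold changes of the authors.

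Of 34 gene lists, those with more than 2 measured genes were described by the percentile of their median among 10000 random lists of the same size, matched on 10 groups of mean expression. The lists of markers of immune cells, fibroblasts, endothelium and blood, and acinar and endocrine pancreas had too few measured genes for this. For 22 KEGG and 20 GO terms drawn in Fig. 3 the share of members changed at least 2-fold was set beside the share among all measured genes with an annotation of that kind, which were 9027 genes for GO. The GO annotation of 2523 genes and the KEGG annotation of 6 genes were not used here.

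Before the data were examined, the genes to be named were fixed as every gene the paper names, the 12 protein-coding genes with the largest decrease and the 12 with the largest increase among those with at least 5 FPKM in at least 1 library, and up to 4 members with the largest change in each list or term described. Not all members of lists and terms that these rules name are reported here. The lists, the main measure and the alternatives other than those named below as chosen later were fixed at the same time. 

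Shared sequence between genes was measured with 100-base words taken every 10 bases from GENCODE release 29 transcripts. A transcript sequence was found for 12462 of the compared genes. Of the 801 genes changed at least 2-fold, 751 entered the comparison of shared sequence. A gene sharing at least 20% of its words with another gene was treated as uncertain. This minimum was first 50% and was lowered after the values of some of the most changed genes had been seen. Transcript length and GC content came from the same transcripts.

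The calculation was tested on counts simulated from the shCtrl library at the depths of the 2 libraries. With 50 genes each lowered and raised by 4-fold and by 2.83-fold, all 50 passed 2-fold in each set, and 5 of 12009 unchanged genes did. The altered genes had at least 5 FPKM in shCtrl, where changes of this size pass 2-fold despite the pseudocount. The simulation does not cover altered genes nearer the filter of 1 FPKM. With 1 library per condition, no measured spread between cultures could enter the simulation. These numbers therefore do not give the rate of false or missed calls in the real pair. Of 200 random lists of 30 genes, 14 fell under the 5th and 9 over the 95th percentile.

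Alternatives were other pseudocounts, filters, thresholds of fold and scalings. Scaling of CPM by TMM, leaving mitochondrial genes out of the totals, removing a length and GC trend and leaving out genes that share sequence were chosen after seeing the data. TMM was computed with its own implementation. Calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.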

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

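The tests of technical explanations in this part were chosen after the results they bear on had been seen, unlike the comparison with matched random lists, and the test of reads divided among genes was replaced once after its first result.

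Tubulins and cell cycle genes stood out among groups that the paper does not discuss. The tubulin median was 1.30 in log2, above all 10000 matched random lists, and that of 40 cell cycle genes was 0.76, with 11 at least 2-fold higher (*AURKA* 1.67) and 2 lower, while the paper reports reduced proliferation of ESE1 knockdown cells. Changes ran with transcript length and GC content across 6177 genes, which are not independent replicates (Spearman's rho −0.29 and 0.26), but removing that trend left medians of 1.29 for tubulins and 0.79 for cell cycle genes, which argues against it as the whole cause. The tables also argue against reads passing between tubulin genes, as their summed counts went from 184392 to 557857, a log2 change of 1.47 on the FPKM scale. An effect of the knockdown, and a difference in growth or harvest between the cultures, stay open and were not tested.

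Transcripts of the 13 mitochondrially encoded proteins were lower in shESE1, with a median of −1.99, and 27 genes of the mitochondrial genome in all were at least 2-fold lower. The length and GC trend of nuclear genes predicts a median of 0.12 for them, which argues against that trend. Reads did not move to nuclear copies, since the counts there were also lower (286721 and 81465), a change of −4.52% of the 4538890 counts lost. The mitochondrial ribosomal RNAs had a median of −0.69, which is 1.30 above that of the protein transcripts, so the ribosomal RNAs were lower by less, which argues against a loss of equal size for every mitochondrial transcript but not against a general loss of unequal size. An effect of the knockdown on mitochondrial RNA and a difference in RNA preparation stay open and were not tested.

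Genes that share sequence were 18.4% of the 751 changed genes compared for it and 9.42% of the others, a ratio of 1.95. In the first test of whether reads were divided differently among such genes, counts were summed with the genes sharing sequence, and 40 of 135 (29.6%) were still changed at least 2-fold, which met the outcome written for that explanation (under 50%). With the partners held unchanged, however, the sum alone leaves 36 (26.7%), because a small gene is diluted by a large partner, so this test decides nothing. A second test replaced it, over the 80 genes whose change was at least 20% of their partners' counts, and the partners moved the other way in 43 (53.8%), between the 75% that the explanation needs and the 50% that would exclude it. A different division of reads and a change of the genes themselves therefore cannot be told apart for these genes as a set. Single genes lie on both sides. *TUBB3* (1467 and 5639 counts) and *TRIM16* (1346 and 4488) had the same counts when summed with the genes sharing sequence. *UTP14C* went from 104 to 1705 counts, while its sum went from 2397 to 1929.

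*ID3*, which the paper does not discuss, had the largest increase among protein-coding genes with at least 5 FPKM that share less than 20% of their sequence, with a log2 change of 3.21.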

How the results depend on the processing

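CPM with TMM scaling, leaving out mitochondrial or sequence-sharing genes and removing the length and GC trend were chosen after seeing the data. *ELF3*, *AGR2* and *CDH1* were lower and *VIM* higher under every alternative run for them. The *VIM* change was small, at 0.27 beside a median of 0.15 among genes with at least 5 FPKM in at least 1 library. The number of lists outside the central 95% of random lists was 13, and 12 to 16 under the alternatives. The number of terms with at least 2 times the background share was 20, and 15 to 23 under the alternatives. The cause of the shifts below was not tested. At least 2-fold lower and higher were 958 and 644 genes with pseudocount 0.1 and 110 and 142 with pseudocount 5. They were 873 and 1432 as TPM and 954 and 693 as CPM with TMM, among 16416 and 15268 genes instead of 12520. Lower and higher at 1.5-fold were 1444 and 1526 genes, and at 4-fold 61 and 31. Genes lower were 230 with a filter of 5 FPKM and 245 with 1 FPKM in both libraries, and genes higher were 236 after median ratio scaling. With genes that share sequence left out, 347 were lower and 316 higher. *ELF3*, *AGR2* and *CDH1* had log2 changes of −0.93, −1.74 and −1.22 with pseudocount 0.1 and −0.70, −1.45 and −0.84 with pseudocount 5. With *VIM* as the last value, they were −1.04, −1.84, −1.28 and 0.095 after median ratio scaling, −0.66, −1.46, −0.94 and 0.54 as TPM, −0.78, −1.58, −1.03 and 0.38 after TMM scaling, and −1.01, −1.81, −1.26 and 0.14 with mitochondrial genes left out. *VIM* was at 0.35 as CPM with TMM, and *CDH1* and *VIM* at −0.999 and 0.21 with the trend removed. The median of epithelial markers, −0.06, reversed to 0.036 with a filter of 5 FPKM and to 0.012 as CPM with TMM. Of the remaining values, 14 moved by more than their interval, and 44 main and 223 other values did not. The authors' differential calls were not run, as no p-values of the authors were used here, and unmatched random lists were not run for terms, whose shares use none. No paired analysis was possible because each condition has 1 library. At this depth no difference was detectable for *SNAI1*, with 48 and 45 counts and an interval of −0.84 to 0.40.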

Differences from the paper's values

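The paper gives 546 downregulated and 263 upregulated genes, at a threshold of p as well as of 2-fold, and the present values at 2-fold alone were 408 and 393. These pairs lie within 1.5 times of each other, but the split differs. Here 50.9% of the changed genes were lower, a nearly even split, whereas the paper has many more lower (546) than higher genes (263). The closeness also depends on the pseudocount, with 958 and 644 genes at 0.1 and 110 and 142 at 5. Of the alternatives set before the data were examined, median ratio scaling came closest, with 539 and 236. Leaving mitochondrial genes out of the totals, chosen after seeing the values, gave 568 and 293, and how many of the paper's own genes it drops is not known, since its gene list was not used here.

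The paper states an enrichment of inflammatory response genes among the DEGs, and the changed share here was 4.62% beside a background of 5.46%, with part of the GO annotation not used. It was also below the background under each of the 5 alternatives run for terms. For extracellular matrix, positive regulation of cell migration and wound healing the share was above the background (12.5%, 9.52% and 8.00%). The paper drew these terms from the same libraries, so the raised shares are no independent check. The paper also states an enrichment of TGF-β signaling and a relation to pancreatic cancer from GSEA. The changed shares were 6.78% and 6.67% beside 6.60%, by a different measure, and the medians lay inside the central 95% of matched lists. Under the 5 alternatives set before the data were examined, the TGF-β share was above its background with a pseudocount of 0.1 (13.6% beside 11.4%) and after median ratio scaling (6.78% beside 6.25%), and below it with a pseudocount of 5 (1.69% beside 2.92%), a filter of 5 FPKM (7.41% beside 8.39%) and 1 FPKM in both libraries (5.66% beside 5.93%). The pancreatic cancer share was above its background under these except with a pseudocount of 0.1 (10.0% beside 11.4%), and it reached 10.0% beside 6.25% after median ratio scaling. A separate list of TGF-β pathway components had a median of −0.019 at the percentile 31.7, and of 0.22 at the percentile 99.2 once the length and GC trend was removed, an alternative chosen after seeing the values.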

Other observations

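No explanation was tested for these values, and those given as CPM with TMM, with the length and GC trend removed or with mitochondrial genes left out were chosen after seeing the data. RNA of the EMT markers that the paper followed by immunoblot in L3.6 cells was read from the same libraries. *CDH1*, which encodes E-cadherin, was at 16.3 FPKM in shCtrl and 6.95 in shESE1 (log2 change −1.13), and *VIM* at 113 and 137 FPKM (0.27). *CDH2*, which encodes N-cadherin, was below 1 FPKM in both libraries but 2.20-fold higher in shESE1, from 40 and 95 counts, with an exact interval of 0.58 to 1.69 in log2, a change that the pseudocount of 1 reduces to 0.11. Of other genes that the paper names, *SPDEF* was 12.8-fold lower from 67 and 6 counts (interval −5.10 to −2.41), *ETS1* had 60 and 137 counts (0.62 to 1.53) and *ZEB2* had 4 and 0 counts. *MUC1* was at 5.41 FPKM in shCtrl and 2.48 in shESE1, *ERBB2* (HER2) at 8.33 and 8.28, and *GAPDH* at 2409.9 and 2612. Of 31 epithelial markers measured, 1 was at least 2-fold lower and 0 higher. Their median was −0.06 at the percentile 2.06 of matched random lists, but it turned positive with a filter of 5 FPKM (percentile 3.92) and as CPM with TMM (7.20), and the percentile was 6.82 with the trend removed and 23.8 among unmatched lists. Of 12 mesenchymal markers, 2 were lower, *ACTA2* (−1.67) and *LOX* (−1.14), and 0 were higher. Their median was −0.34 at the percentile 2.71, and the percentile went to 0.30 after median ratio scaling and 0.35 with the trend removed. As CPM with TMM, where 22 markers were measured, the median turned to 0.05 at the percentile 77.3. With a filter of 5 FPKM it turned to 0.07 at the percentile 43.5. Neither group's median therefore keeps its sign across the alternatives. The epithelial markers nevertheless stayed low among matched lists, at percentiles from 1.37 with 1 FPKM in both libraries to 7.20 as CPM with TMM. The integrin and laminin median was −0.24, at the percentile 0.2 and at 3.00 among unmatched lists, with *LAMA5* at −1.03. ETS family genes had a median of −0.37 at the percentile 0.12, and of −0.18 at the percentile 2.22 with the trend removed and −0.20 with a pseudocount of 5, with *ETS2* at −1.24 and the related epithelial factor *EHF* at 29.2 and 21.2 FPKM.

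Interferon-stimulated genes had a median of 0.38, above all 10000 matched lists, with 3 of 34 at least 2-fold higher. The alternatives gave medians from 0.19 with a pseudocount of 5 to 0.59 as CPM with TMM. The lowest percentile was 99.1, with a filter of 5 FPKM. Nuclear oxidative phosphorylation genes had a median of 0.48 at the percentile 99.95, opposite to the mitochondrially encoded ones. Of these 72 genes 67 lay above 0, while the median of all genes with at least 5 FPKM was 0.15. The group's median was 0.31 after median ratio scaling and 0.35 with mitochondrial genes left out. With the trend removed it was 0.34 at the percentile 97.8. Lipid and cholesterol synthesis genes had a median of 0.43 at the percentile 99.5, with *HMGCS1* (1.30), *SQLE* (1.23) and *FDFT1* (1.03) at least 2-fold higher. Classical PDAC subtype genes had a median of 0.43 at the percentile 99.4 and held members of both directions, *CEACAM6* higher and *AGR2* lower, but the percentile was 96.6 with a pseudocount of 5 and 87.6 with 1 FPKM in both libraries. Basal-like subtype genes had a median of 0.06 at the percentile 32.6. The mucin median was −1.48, below all matched lists, and −0.48 with a pseudocount of 5, and too few mucins were left with 1 FPKM in both libraries to give a value. That of mucin-type O-glycan enzymes was −0.17 at the percentile 7.45, and −0.41 at the percentile 1.17 with a filter of 5 FPKM.

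Several other lists changed place with the processing. TGF-β pathway components had a median of −0.019 at the percentile 31.7, and 0.22 at the percentile 99.2 with the trend removed. Inflammatory and NF-κB target genes had 0.03 at the percentile 49.2, but −0.34 at 0.30 with a filter of 5 FPKM and at 0.19 with 1 FPKM in both libraries, and 0.29 at 98.8 as CPM with TMM. Apoptosis regulators had −0.15 at the percentile 4.55, but 0.33 at 88.7 with a filter of 5 FPKM, 0.04 at 28.2 with 1 FPKM in both libraries and 0.01 at 39.6 as CPM with TMM. The STRING partners of ESE1 had −0.37 at the percentile 4.47, and the percentile was 1.52 with a filter of 5 FPKM and 14.6 with the trend removed. Immediate early genes had −0.18 at the percentile 2.20, and their percentile was 2.60 after median ratio scaling and 5.99 among unmatched lists. Their percentile was lower with a filter of 5 FPKM (0.225, median −0.37) and with 1 FPKM in both libraries (0.66). It was also lower as CPM with TMM (1.21) and with the trend removed (0.08). Cytosolic ribosomal proteins had 0.21 at the percentile 5.02, and 0.08 at the percentile 0.46 with the trend removed. Among unmatched lists their percentile was 99.6. Collagens had −0.25 at the percentile 13.8, and −0.42 at the percentile 1.24 as CPM with TMM. The p53 target genes had 0.12 at the percentile 79.6, and 0.43 at the percentile 97.52 with a filter of 5 FPKM.

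The medians and percentiles of the following lists stayed inside the central 95% of random lists under each alternative run. They were 0.07 and 39.9 for extracellular proteases and inhibitors, −0.11 and 28.9 for semaphorins and receptors, 0.12 and 44.0 for hypoxia and glycolysis genes, −0.02 and 61.4 for replication-dependent histones, and 0.19 and 31.6 for reference genes, among which *ACTB* was at 1.11. Pancreatic cancer pathway components had a percentile of 20.2, and likewise stayed inside. Of markers of other cell types, 1 of 16 for immune cells, 2 of 11 for fibroblasts, 1 of 9 for endothelium and blood and 0 of 15 for acinar and endocrine pancreas reached 1 FPKM.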
